# RNA-seq of the aging brain in the short-lived fish *N. furzeri* – conserved pathways and novel genes associated with neurogenesis

**DOI:** 10.1111/acel.12257

**Published:** 2014-07-25

**Authors:** Mario Baumgart, Marco Groth, Steffen Priebe, Aurora Savino, Giovanna Testa, Andreas Dix, Roberto Ripa, Francesco Spallotta, Carlo Gaetano, Michela Ori, Eva Terzibasi Tozzini, Reinhard Guthke, Matthias Platzer, Alessandro Cellerino

**Keywords:** animal model, brain aging, epigenetics, gene expression, neural stem cells, neurogenesis, teleost, transcriptomics

## Abstract

The brains of teleost fish show extensive adult neurogenesis and neuronal regeneration. The patterns of gene regulation during fish brain aging are unknown. The short-lived teleost fish *Nothobranchius furzeri* shows markers of brain aging including reduced learning performances, gliosis, and reduced adult neurogenesis. We used RNA-seq to quantify genome-wide transcript regulation and sampled five different time points to characterize whole-genome transcript regulation during brain aging of *N. furzeri*. Comparison with human datasets revealed conserved up-regulation of ribosome, lysosome, and complement activation and conserved down-regulation of synapse, mitochondrion, proteasome, and spliceosome. Down-regulated genes differ in their temporal profiles: neurogenesis and extracellular matrix genes showed rapid decay, synaptic and axonal genes a progressive decay. A substantial proportion of differentially expressed genes (∼40%) showed inversion of their temporal profiles in the last time point: spliceosome and proteasome showed initial down-regulation and stress-response genes initial up-regulation. Extensive regulation was detected for chromatin remodelers of the DNMT and CBX families as well as members of the polycomb complex and was mirrored by an up-regulation of the H3K27me3 epigenetic mark. Network analysis showed extensive coregulation of cell cycle/DNA synthesis genes with the uncharacterized zinc-finger protein *ZNF367* as central hub. *In situ* hybridization showed that *ZNF367* is expressed in neuronal stem cell niches of both embryonic zebrafish and adult *N. furzeri*. Other genes down-regulated with age, not previously associated with adult neurogenesis and with similar patterns of expression are *AGR2, DNMT3A, KRCP, MEX3A, SCML4*, and *CBX1*. CBX7, on the other hand, was up-regulated with age.

## Introduction

Several studies analyzed genome-wide transcript regulation during aging of the primate and rodent brain (Lee *et al*., 2000; Loerch *et al*., 2008; Somel *et al*., 2010) including analysis of human samples across the entire life stages (Colantuoni *et al*., 2011). Some conserved features linked to brain aging are as follows: (i) down-regulation of genes coding for synaptic and axonal proteins (Loerch *et al*., 2008), (ii) increased activity of the polycomb repressive complex (Horvath *et al*., 2012), and (iii) reduced adult neurogenesis (Kempermann, 2011). In primates, where analyses along the entire postnatal life are available, gene regulation observed during brain aging is either the continuation, or the inversion, of a process that started during development. (Somel *et al*., 2010; Colantuoni *et al*., 2011).

The brain of teleost fish, as opposed to mammals, shows widespread adult neurogenesis and remarkable regenerative properties (Kempermann, 2011). The process of brain aging in teleost has received very little attention so far (Terzibasi Tozzini *et al*., 2012; Edelmann *et al*., 2013). It is therefore of interest to investigate whether the patterns of gene regulation identified in mammals are observed also in teleosts.

The short-lived fish *Nothobranchius furzeri* is a novel model organism for aging research. *N. furzeri* inhabits ephemeral habitats that last on average 75 days (Terzibasi Tozzini *et al*., 2013), and their captive lifespan is the shortest ever recorded for a vertebrate (Genade *et al*., 2005). As an adaptation to this environment, *N. furzeri* shows explosive growth (Blazek *et al*., 2013) and rapid expression of aging phenotypes at the behavioral, histological, and molecular levels (Valenzano *et al*., 2006a; Di Cicco *et al*., 2011; Hartmann *et al*., 2011) including age-dependent gliosis and rapid decay of adult neurogenesis (Terzibasi Tozzini *et al*., 2012). The *N. furzeri* transcriptome is available, and an initial study of RNA-seq, based on pool sequencing and two age steps, has confirmed a prominent decay of mitotic activity during brain aging (Petzold *et al*., 2013). A striking characteristic of *N. furzeri* is the existence of large differences in longevity across strains (Terzibasi *et al*., 2008) that has a polygenic origin (Kirschner *et al*., 2012). Here, we used the strain MZM-04/10 that has a median lifespan of ∼ 30 weeks and was characterized in previous studies (Terzibasi *et al*., 2008; Terzibasi Tozzini *et al*., 2012).

The aim of this study was to perform a systematic analysis of genome-wide transcript regulation during brain aging, using biological replicates and multiple time points. In particular, we concentrated our analysis on the following aspects: (i) characterization of the temporal profiles of expression, (ii) comparison with human data, (iii) characterization of networks of coregulated genes, and iv) localization of cells expressing differentially expressed genes in the brain of both adult *N. furzeri* and zebrafish embryos.

## Results

### Identification of differentially expressed genes and global analysis of gene expression

To describe age-dependent transcriptome regulation, we used RNA-seq (Illumina) and a reference *N. furzeri* transcriptome containing 19 812 annotated transcript contigs. 

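Whole brains of male turquoise killifish (Nothobranchius furzeri) of the wild-derived strain MZM-04/10 were measured, with 1 library per animal and 5 animals at each of 5, 12, 20, 27 and 39 weeks, 25 libraries in all. According to the supplementary methods, all animals were killed at the same hour of the morning in a fasted state, and single reads from TruSeq libraries were mapped uniquely with Bowtie to transcript contigs of the species. The values analysed were the authors' counts per contig, whole numbers that carry no normalization, and the authors' RPKM. The first count table held 18228 contigs, and the total per library lay between 15690560 and 26378519, both in libraries of 12 weeks. Between 17393 and 17695 contigs had at least 1 count in a library. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test over the 16484 genes that passed edgeR's filter on low counts, and levels are given as counts scaled to the normalized library size (CPM, mean ± SD, n = 5 per age). A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. Gene names came from Table S1, whose held part gives 1999 of its 18299 names, in alphabetical order from A to C1QL4. Of these, 1994 were paired with 1 row each of the count table through their RPKM means at the 5 ages, so that only genes from this part of the alphabet are named and the names are those of the best BLAST hit. Genes marked as 1 of several copies may share reads, and their values are uncertain to that extent. Contigs have no position on a chromosome in these files.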

The data cover male animals, 5 age-groups (5, 12, 20, 27, and 39 weeks), and five biological replicates for each age. These ages correspond to sexual maturity, young adult, adult (as defined by a decrease in growth rate), median lifespan, and old (∼30% survivorship) (Figs S1, S2). 

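Between 5 and 39 weeks, ASPM, a protein of the mitotic spindle, fell from 16.1 ± 6.49 to 0.84 ± 0.50 CPM (SD, n = 5; log2 fold change -4.19, standard error 0.56, adjusted p = 3.8e-06 from edgeR). BORA, an activator of the kinase Aurora A, fell from 3.15 ± 1.23 to 0.20 ± 0.14 CPM (log2 fold change -3.86). APOEB, an apolipoprotein E, rose from 319 ± 23.9 to 1028 ± 396 CPM (log2 fold change 1.69, standard error 0.23, adjusted p = 4.9e-06), and BEST3, a chloride channel, from 1.85 ± 1.87 to 9.39 ± 3.20 CPM (log2 fold change 2.34, standard error 0.48). In the 10 pairwise comparisons together, edgeR called 9215 of 16484 genes in at least 1. DESeq2, a separate test on the same counts, called 9765, and 9109 genes were called by both tools in at least 1 comparison. Of the tests of the paper's intersection, only edgeR was run here.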

Differentially expressed genes (DEGs) were defined by the intersection of three independent statistical tests without cutoff for effect size (see Supplementary Material and Methods) in at least one of all pairwise comparisons between the age-groups, and 4104 DEGs were detected (Table S1). The highest number of DEGs between adjacent time points was detected in the comparison between 5 and 12 weeks and the minimum between 20 and 27 weeks (Fig. S3).

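Most differences between successive ages lay in the step from 5 to 12 weeks, where 1776 genes were higher and 2144 lower at 12 weeks. Among the genes of largest change with a name, C19H1ORF51 (1 OF 2) rose from 5.96 ± 1.55 to 50.1 ± 9.81 CPM (SD, n = 5), and AQP8 (2 OF 3), a water channel, fell from 3.10 ± 2.27 to 0.13 ± 0.16 CPM, with 0.399 CPM in 1 of the 12-week brains. ASPA, the enzyme that cleaves N-acetylaspartate in oligodendrocytes, rose from 26.3 ± 3.09 to 54.5 ± 10.1 CPM (log2 fold change 1.05, standard error 0.19). Some markers of tissues next to the brain were called in the same step, with 2 of 5 skeletal muscle genes and 1 of 4 pineal genes lower at 12 weeks. Also lower were 1 of 4 retina and lens genes and 1 of 2 genes of choroid plexus, ependyma and meninges. Higher were 2 of 2 skin, bone and cartilage genes, both of them copies of aggrecan, which is also a proteoglycan of perineuronal nets. The muscle actin ACTC1B had 437 CPM in 5-week brain JM96 against 90.3 to 232 in the others. Of the lists kept as signs of sample handling, 4 of 7 hypoxia and glycolysis genes and 1 of 1 heat shock gene were higher at 12 weeks. These list counts stand against 3920 of all 16484 genes called in this step. Between 12 and 20 weeks 8 genes were higher and 1 was lower, none of them with a name; edgeR called 0 without 12 weeks replicates JM104, JM105 or JM109 and 31 without 12 weeks replicate JM113, and DESeq2 called 55. Between 20 and 27 weeks edgeR called 0 genes, 1619 genes had an unadjusted p under 0.05, and DESeq2 called 21. Between 27 and 39 weeks 90 genes were higher and 87 lower. Among these, ARNTL2, a clock activator, rose from 20.0 ± 4.22 to 45.3 ± 12.8 CPM (adjusted p = 0.048), and ARRDC2 fell from 97.8 ± 32.1 to 42.2 ± 10.9 CPM (adjusted p = 0.041), and both calls ended without 39 weeks replicate JM1 (adjusted p of 0.15 and 0.12) and in other settings. The count of the last step was 1 without 39 weeks replicate JM1, 1257 without 39 weeks replicate JM13 and 961 with DESeq2.

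**Figure D1:**
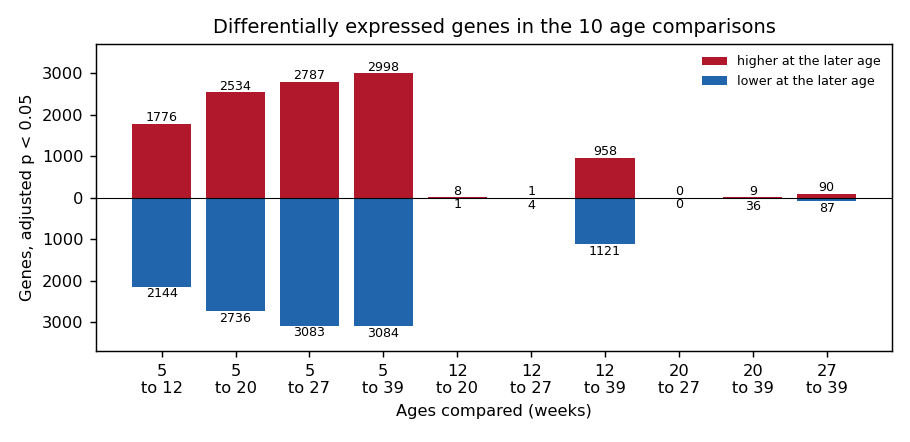
Number of genes higher (red, upward) and lower (blue, downward) at the later age in each of the 10 pairwise age comparisons, at an adjusted p under 0.05 from edgeR. The 4 comparisons with 5 weeks hold between 3920 and 6082 genes, and the comparison of 20 with 27 weeks holds 0.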

To validate the findings obtained by RNA-seq, we performed qPCR on 20 DEGs (Table S2). The fold-changes measured using the two techniques are highly correlated (Pearson's *R*^2^ = 0.70; Fig. S4).

To visualize the impact of age on global transcript regulation, we applied multidimensional scaling (MDS) (Fig.1). Using this approach, the 5-week-, 12-week-, and 39-week-old samples can be separated in nonoverlapping regions in the MDS plot. However, the largest separation is clearly between the 5-week-old samples and the other samples in dimension 1 (see also Fig. S5), while in dimension 2, there is a progression from the 12-week-old samples to 20- and 27-week-old to 39-week-old samples.

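Multidimensional scaling was computed on 1 minus Spearman's correlation between libraries over the 16484 genes. On dimension 1, which held 53.9% of the variation, the 5-week libraries lay between 0.0183 and 0.031, and no library of another age lay above 0.0046. On dimension 2, which held 19.1%, the 12-week libraries lay between -0.0108 and 0.004 and the 39-week libraries between -0.002 and 0.0166. The ranges of 12 and 39 weeks overlapped on dimension 2, with a gap of -21.8% of its length, while on dimension 1 they only touched, at -0.0035, with 12 weeks up to 0.0046 and 39 weeks down to -0.0142. Over the named genes of Table S3 alone, the same 2 groups were separated by a gap of 10.4%.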

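The gap between the 5-week libraries and all others was 28.3% of the length of dimension 1, against an SD of 10.7% among the 5-week libraries themselves. On dimension 2 the mean position was -0.0041 ± 0.0054 at 12 weeks, -0.0008 ± 0.0062 at 20 weeks, -0.0034 ± 0.0060 at 27 weeks and 0.0084 ± 0.0077 at 39 weeks (SD, n = 5 each). The means of 20 and 27 weeks differed by less than the spread within either age.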

**Figure 1:**
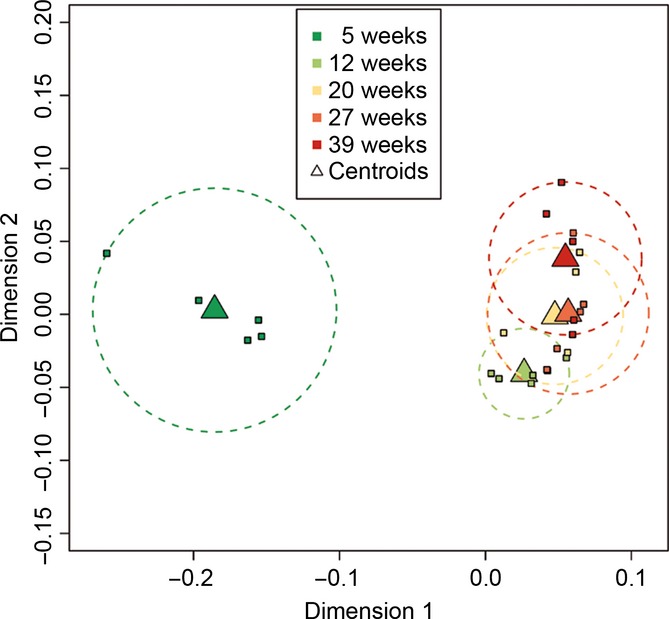
Multidimensional scaling. Age of samples is color-coded. Individual samples are represented by small squares, the centroids by triangles, and the confidence interval by dotted circles.

### Clustering temporal profiles of gene expression

To group DEGs with similar temporal profiles, fuzzy c-means (FCM) clustering was used. The number of optimal clusters was estimated by the vote of different cluster validity indices, which capture different aspects of a clustering structure (Guthke *et al*., 2005). The temporal transcript profiles were grouped into 6 clusters ordered by the number of DEGs included (Fig.2 and Table S3). 

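Fuzzy c-means clustering with 6 clusters was run on the mean RPKM at each age, scaled within each gene, over the 9215 differentially expressed genes. The clusters held 2144, 1559, 1474, 1441, 1405 and 1192 genes. For 416 of these genes the assignment in Table S3 was known by name. Of the genes of the paper's cluster 1, 140 of 142 fell in 1 cluster, among them AURKA, BORA and ASPM. All 60 genes of the paper's cluster 3 did so, and 41 of 45 of its cluster 6, which includes ASPA. The paper's clusters 2 and 4 were more divided, with 41 of 57 and 42 of 62 genes in the matching cluster. The adjusted Rand index between both assignments was 0.807. The clusters of Table S3 were formed by the authors on these libraries, so that they are not independent evidence of a direction.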

Three clusters exhibit a monotonic behavior: Cluster 2 shows a gradual increase, while clusters 1 and 5 show rapid and gradual decreases, respectively. 

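APOEB, AIF1 (a marker of microglia) and APCS (serum amyloid P, a pentraxin) are members of cluster 2. AIF1 rose from 3.58 ± 0.81 CPM at 5 weeks to 7.52 ± 1.01 at 12 weeks and 11.2 ± 3.69 at 39 weeks, where 1 brain had 17.7, and APCS from 7.67 ± 1.77 at 5 weeks to 33.1 ± 14.4 at 39 weeks (SD, n = 5; log2 fold change 2.11, standard error 0.29, adjusted p = 6.4e-06 from edgeR). Of 60 members of cluster 2 with a name, 57 were higher and none was lower at 39 than at 5 weeks. In cluster 1, with spindle and stem cell genes such as AURKA and ASCL1B, 107 of 144 members were lower at 12 weeks and 140 were lower at 39 weeks. In cluster 5, which includes the transcription factor BNC2 (23.8 ± 4.97 CPM at 12 weeks and 11.4 ± 2.18 at 39 weeks), 1 of 50 members was lower and 2 were higher at 12 weeks, and 46 were lower at 39 weeks. Cluster membership was set by the authors from these libraries, and the counts are not independent evidence of its direction.

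**Figure D2:**
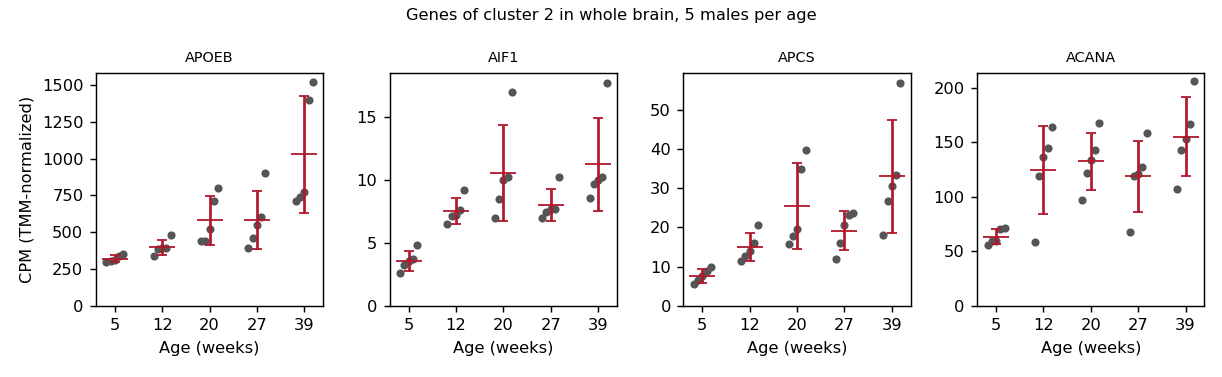
CPM, normalized by TMM, of 4 genes of cluster 2 in single brains (grey points, sorted by value within an age) against age in weeks, with the mean and SD of 5 males per age (red). APOEB had a mean of 319 CPM at 5 weeks and 1028 CPM at 39 weeks.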

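ANAPC2, a subunit of the anaphase-promoting complex in cluster 3, had 35.7 ± 4.38 CPM at 5 weeks, 20.9 ± 3.45 at 27 weeks and 25.6 ± 5.09 at 39 weeks (SD, n = 5), and ABCA1A, a cholesterol transporter in cluster 4, had 212 ± 54.8 at 5 weeks, 586 ± 216 at 27 weeks and 491 ± 91.0 at 39 weeks. By mean RPKM, 34 of 61 named members of cluster 3 were lowest at 27 weeks and 18 at 12 weeks. In cluster 4, 54 of 64 members were highest at 27 weeks, and in cluster 6, 41 of 45 were highest at 20 weeks. Between 27 and 39 weeks all 61 members of cluster 3 had a higher fitted value, of which 3 passed the test, and 58 of 64 members of cluster 4 had a lower one, of which 1 passed. The peak of cluster 6 at 20 weeks sets its turn in the step from 20 to 27 weeks, where 45 of 45 members had a lower fitted value and none passed the test with edgeR, so that the step from 27 to 39 weeks (18 lower, 27 higher, none past the test) does not bear on it. With DESeq2 in place of edgeR, 17 genes of clusters 3, 4 and 6 passed the test in the turning direction between 27 and 39 weeks, against 4 with edgeR, and none did without the 6 libraries whose titles carry the mark w0w1, of unknown meaning. For cluster 6 this count takes genes lower at 39 weeks, although its turn lies in the earlier step, and with edgeR it added none. The clusters were formed by the authors on these libraries.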

The remaining clusters include more complex temporal profiles: Cluster 3 shows a U shape with a minimum at 27 weeks; clusters 4 and 6 include a peak at 27 and 20 weeks, respectively. In summary, 60.9% of DEGs were assigned to clusters with monotonous age regulation, and 39.1% were assigned to clusters with inversion in the initial direction of age regulation. 

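Among the 425 genes of Table S3 that could be named, 60.0% belonged to clusters 1, 2 and 5, among them AIF1, APOEB and ASPM, and 40.0% to clusters 3, 4 and 6, among them ARNTL1A and BHLHE41. In the clustering of all 9215 differentially expressed genes, 53.1% fell in the clusters matched to 1, 2 and 5 and 46.9% in those matched to 3, 4 and 6. Of its 6 cluster centres, only 1 rose or fell at each step, with 23.3% of the genes. That share ran from 0% without 27 weeks replicate JM52 to 54.3% without 20 weeks replicate JM75. Taken singly, 54 of the 425 genes had mean RPKM values that rose or fell at each of the 4 steps, of which 22 were in cluster 1, 12 in cluster 2 and 18 in cluster 5.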

59.6% of the DEGs showed an initial decrease and 40.4% an initial increase in their expression.

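Of the 425 named genes of Table S3, 260 had a lower mean RPKM at 12 than at 5 weeks (61.2%, Wilson 95% interval from 56.5% to 65.7% over genes), such as BUB1B and ANLN, and 165 a higher one (38.8%), such as ASPA and AIF1. The interval treats genes as independent, which they are not. By TMM-normalized CPM, 256 of 424 genes (60.4%) were lower. Over all 9215 genes called here the share was 53%, below this interval, and with the later count table it was 51.1%.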

**Figure 2:**
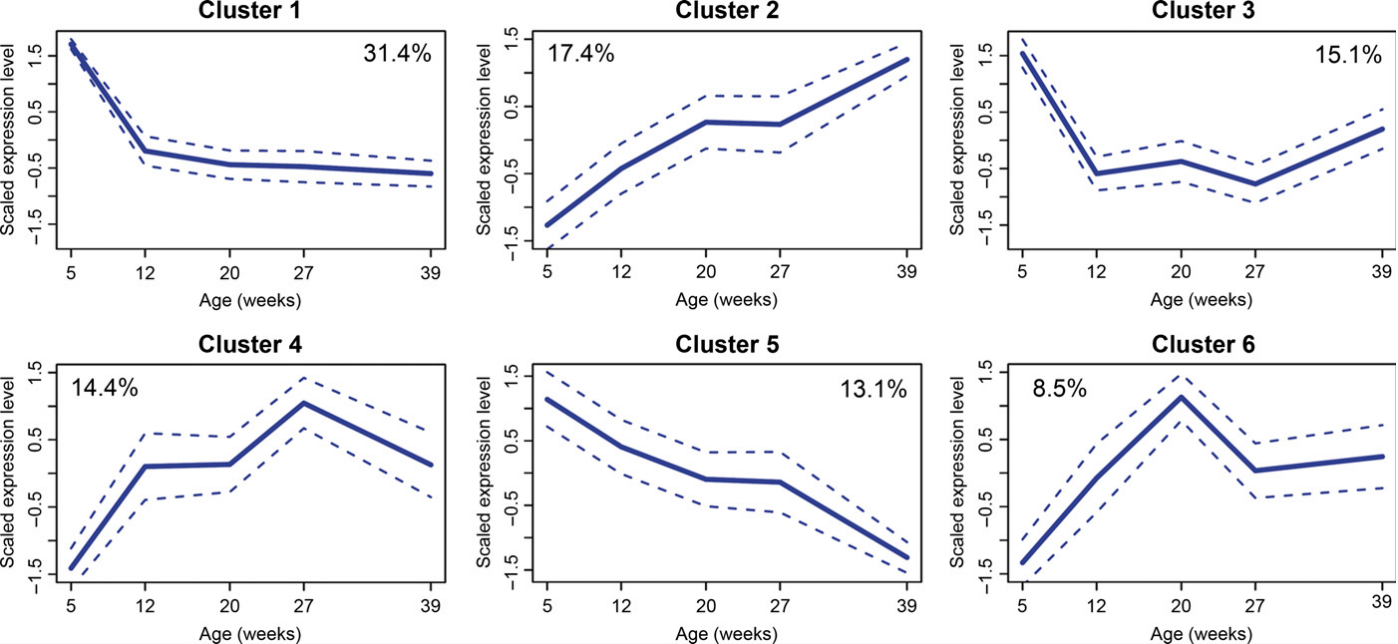
Fuzzy c-means clustering of 4014 differentially expressed genes (DEGs) according to temporal profiles. Each individual DEG profile was centered to mean and scaled to variance. The solid line represents the mean value of the cluster and the dashed lines 95% confidence intervals. For each cluster, the percentage of DEGs assigned to it is reported. Clusters are ordered according total number of members.

As an independent assessment for inversions in the temporal profile of gene expression, we identified genes showing U- or bell-shaped trajectories by quadratic fitting (*P* < 0.05) of gene expression levels as function of age. The distributions of individual estimated peaks were plotted separately for genes showing U shape (*n* = 887) or bell shape (*n* = 2504). 

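Quadratic fits of RPKM on age over the 25 libraries gave 2944 U-shaped and 1705 bell-shaped genes among the 9215 differentially expressed genes (p under 0.05 for the quadratic term and a turning point between 5 and 39 weeks). Of the named members of cluster 1, which includes AURKA and BUB1B, 122 of 145 were called U-shaped, as were 58 of 61 of cluster 3. Bell shapes were called in 47 of 64 members of cluster 4, with BHLHE41 and ABCA1A, and in 26 of 45 of cluster 6. With the ages shuffled over the libraries 100 times, at most 1470 U-shaped and 1550 bell-shaped genes were called. These genes had been chosen for differing between the real ages, so that the shuffles do not test for a turn. A fall that levels off, as in cluster 1, can also give a quadratic term. Without 5 weeks replicate JM100, 1401 bell-shaped genes were called, below the highest shuffle. In a new fit without the 5-week libraries, 384 U-shaped and 406 bell-shaped genes were called.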

In both cases, the large majority of the peaks were in the 20-to 30-week range with median around 25 weeks (Fig. S6).

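The turning points of the U-shaped genes had a median of 26.49 weeks, and 79.7% of them lay between 20 and 30 weeks. For the bell-shaped genes the median was 25.21 weeks, with 78.3% in that range. By cluster of Table S3, the median was 29.0 weeks for the called genes of cluster 1, 24.9 weeks for those of cluster 3 and 27.2 weeks for those of cluster 4. Only turning points within the sampled ages were counted, and a fall that levels off can also place one there. In cluster 1, 122 of 145 named members were called U-shaped, while 69 of the 145 had their lowest mean RPKM at 39 weeks. A fitted turning point therefore does not by itself show an age at which expression turned.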

### Gene enrichment analysis

In order to assess whether different temporal profiles correspond to different cellular components or biological processes, we determined for the *N. furzeri* genes their human orthologs and performed gene enrichment analysis based on annotations of the human genes corresponding to each of the temporal clusters. In a first step, we analyzed KEGG pathways, and we report for each cluster up to the top five annotations (Fig.3) a complete list with percentage of up- and down-regulated genes (Table S4) and a mapping of fold-changes (Appendix S1). To reduce the redundancy of the large numbers of enriched gene ontology (GO) terms (Table1), we used ClueGO to cluster terms that are sharing significant number of genes and report here the results for cellular components only (Fig.3). Cluster 1 (rapid decay) was enriched for genes coding for proteins that are in nuclear components (chromosome, spindle, and telomeres) as well as extracellular matrix and microtubule-organizing center. 

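All 5 measured genes of mitosis, from a list fixed before the data were examined, fell between 5 and 12 weeks and were lower at 39 than at 5 weeks (5 of 5 also when adjusted over the list alone). AURKA, a kinase of the centrosome, fell from 8.92 ± 3.14 to 3.39 ± 0.51 CPM between 5 and 12 weeks (SD, n = 5; log2 fold change -1.39, standard error 0.23, adjusted p = 0.00016 from edgeR). BUB1B, a kinase of the spindle checkpoint, fell from 20.7 ± 5.21 to 10.1 ± 1.23 CPM (log2 fold change -1.03, standard error 0.15). ANLN, a scaffold of the cleavage furrow, fell from 22.3 ± 9.52 to 5.34 ± 2.51 CPM, and BUB3 and BUB1 had log2 fold changes of -0.82 and -0.42. None of the 5 passed the test between 12 and 39 weeks, while ASPM, outside the list, fell further (log2 fold change -2.13, adjusted p = 0.0148, and 0.0816 without the 6 libraries marked w0w1). The last fit also has fewer libraries at both ages, so that it does not isolate the mark.

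**Figure D3:**
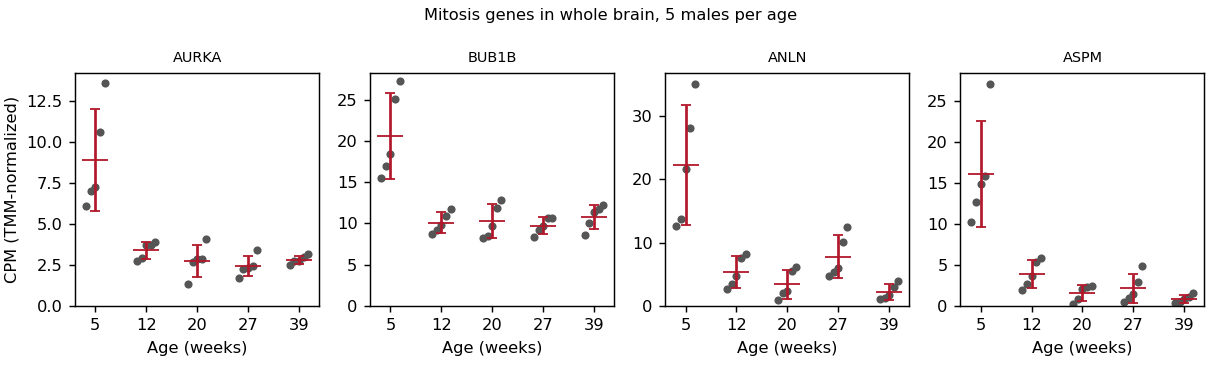
CPM, normalized by TMM, of AURKA, BUB1B, ANLN and ASPM in single brains (grey points, sorted by value within an age) against age in weeks, with the mean and SD of 5 males per age (red). The means at 5 weeks were 8.92 CPM for AURKA and 20.7 CPM for BUB1B, and those at 12 weeks 3.39 and 10.1 CPM.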

Consistently, the most enriched KEGG pathways were ‘cell cycle’ and ‘ECM–receptor interaction’. It is of note that 10 genes of the Notch pathway are assigned to cluster 1 (Table S5). Cluster 2 (linear increase) was enriched for genes coding for proteins that are assigned to ‘cytosolic ribosome’ and ‘vacuole’. KEGG analysis showed an extensive enrichment of genes belonging to the pathways ‘ribosome’, ‘lysosome’, and ‘complement and coagulation cascades’. 

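Of 6 measured genes of the lysosome, from a list fixed before the data were examined, 2 were higher at 39 than at 5 weeks and none was lower (2 adjusted over the list alone), while from 12 to 39 weeks none was higher and 1 was lower (1 higher and 1 lower adjusted over the list alone). ASAH1, acid ceramidase, rose from 52.6 ± 5.43 to 80.0 ± 7.80 CPM (SD, n = 5; log2 fold change 0.61, standard error 0.13, adjusted p = 0.00065 from edgeR). ARSA, arylsulfatase A, had a log2 fold change of 0.27 (standard error 0.11, adjusted p = 0.046), and its call ended in 13 settings, with an adjusted p of up to 0.18 (without 5 weeks replicate JM100). AGA, a glycosylasparaginase, was higher at 12 than at 5 weeks (log2 fold change 0.46) and did not differ by the test between 5 and 39 weeks. Of 4 genes of complement and coagulation, 2 were higher at 39 weeks and none was lower (2 adjusted over the list alone). Counts of list members are to be read against all 16484 genes, of which 2998 were higher and 3084 lower at 39 than at 5 weeks. C1QC, a chain of complement C1q, rose from 5.67 ± 1.43 to 16.8 ± 9.62 CPM (adjusted p = 0.002), with 1 of the 39-week brains at 33.3 CPM and 1 of the 5-week brains at 8.19 CPM. C1QB, another chain of C1q, did not pass the test with all libraries. It did so without 5 weeks replicate JM103 (log2 fold change 0.337, adjusted p = 0.0206 from edgeR). BDKRB2 (1 OF 4), a bradykinin receptor, had 0.49 ± 0.23 CPM at 5 weeks and 1.21 ± 0.32 at 39 weeks (adjusted p = 0.025, and 0.0632 to 0.0696 without 5 weeks replicates JM100 or JM103 or 39 weeks replicate JM15). Genes of cytosolic ribosomal proteins lie outside the named part of the alphabet and were not analysed here.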

Averaged expression of all genes encoding cytosolic ribosomal proteins (RPs) increased linearly as function of age with 47% increase in expression between 5 and 39 weeks, while mitochondrial ribosomal proteins showed U-shaped profile (Fig.4A). The term ‘GO: 0006413 translational initiation’ is enriched as well (4.4-fold enrichment, Fisher's exact test, *P* = 0.0023). Cluster 3 (U shaped, minimum at 27 weeks) was enriched for genes coding for nuclear proteins (nuclear pore, chromosome, nucleoplasm, nucleus periphery) as well as ribonucleoprotein and proteasome complexes. KEGG analysis showed highly significant enrichment of ‘proteasome’ and ‘spliceosome’. 

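Of the spliceosome list, fixed before the data were examined, 4 members were measured. AQR, an RNA helicase that binds introns and a member of cluster 1, not of cluster 3, fell from 66.9 ± 10.5 CPM at 5 weeks to 44.5 ± 2.07 at 12 weeks (SD, n = 5; log2 fold change -0.59, standard error 0.08, adjusted p = 2.9e-05 from edgeR), and ACIN1A, ACIN1B and BUD31 did not pass the test (1 lower also adjusted over the list alone). At 39 weeks AQR was still lower than at 5 weeks, at 46.7 ± 2.29 CPM (1 of 4 lower, and 2 adjusted over the list alone). Both measured members of the proteasome list, ADRM1 (1 OF 2) and ADRM1B, were copies of a ubiquitin receptor of the proteasome, and neither passed the test in any of the 6 comparisons described, although 1 was higher from 12 to 39 weeks adjusted over the list alone. With so few members in the named part of the alphabet, the enrichment of either pathway was not tested.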

Cluster 4 (bell shaped, peak at 27 weeks) was enriched for genes coding for proteins in cytoplasm as well as contractile fiber and vacuole. 

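Between 5 and 12 weeks the clock activators ARNTL1A and ARNTL2 fell, with log2 fold changes of -0.92 and -1.19, and the repressors BHLHE40 and BHLHE41 rose, with 0.82 and 1.88 (2 higher and 2 lower of 5 listed clock genes, also adjusted over the list alone). Between 12 and 39 weeks ARNTL1A returned from 38.4 ± 10.9 to 71.8 ± 7.96 CPM (SD, n = 5; adjusted p = 0.0069 from edgeR) and BHLHE41 from 227 ± 23.7 to 92.9 ± 14.6 CPM (adjusted p = 0.0059), while BHLHE40, at 313 ± 51.2 and 325 ± 86.1 CPM, did not pass the test (adjusted p = 0.88). Without the 6 libraries whose titles carry the mark w0w1 these calls ended, with adjusted p of 0.113 and 0.0667 and log2 fold changes of 0.67 and -1.23, as did that of ARNTL2 between 5 and 12 weeks (log2 fold change -0.96, adjusted p = 0.053). That fit has fewer libraries at each of the ages compared, so that it cannot tell an effect of the mark from the smaller groups. At 20 weeks the brains were spread, and brain JM75 had 116 CPM of ARNTL1A and 40.5 of BHLHE41, where the others had 47.6 to 79.1 and 141 to 250. At 27 weeks BHLHE41, of cluster 4, had 126 to 236 CPM and was not higher than at 12 weeks (188 to 245). BHLHE40, also of cluster 4, had 346 to 507 CPM at 27 weeks, against 263 to 387 at 12 weeks. ARNTL1A and ARNTL2 are members of cluster 3. At 27 weeks ARNTL1A had 41.3 to 56.8 CPM and was not lower than at 12 weeks (28.2 to 54.5). Of 3 genes of the p53 response, 2 were higher at 39 than at 5 weeks (2 adjusted over the list alone). BBC3, which promotes apoptosis, rose from 9.54 ± 2.49 to 17.1 ± 2.60 CPM (adjusted p = 0.0082), and ATF3, a stress-induced transcription factor and the 1 measured member of the immediate early genes kept as a sign of sample handling, had a log2 fold change of 0.81 (adjusted p = 0.025), whose call ended without 5 weeks replicates JM100 or JM97 or 39 weeks replicates JM12 or JM15 (adjusted p from 0.0591 to 0.0876).

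**Figure D4:**
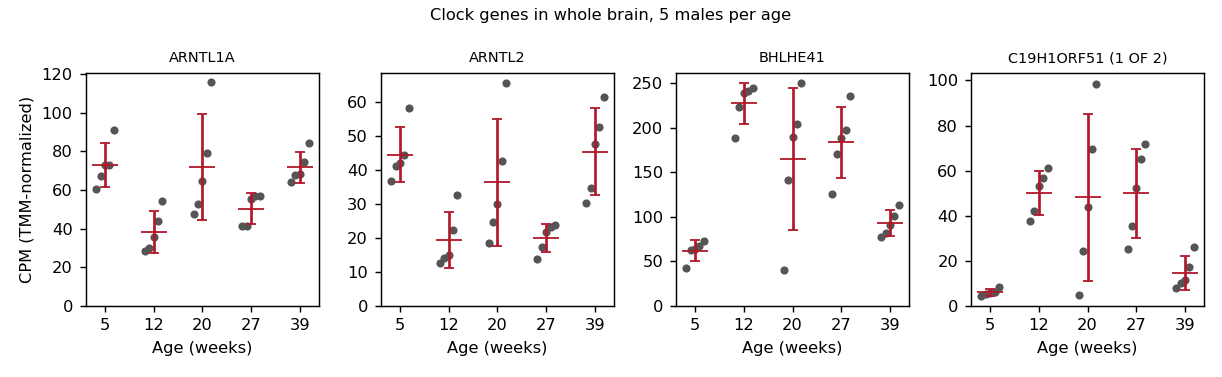
CPM, normalized by TMM, of ARNTL1A, ARNTL2, BHLHE41 and C19H1ORF51 (1 OF 2) in single brains (grey points, sorted by value within an age) against age in weeks, with the mean and SD of 5 males per age (red). At 20 weeks 1 brain had 116 CPM of ARNTL1A and 40.5 of BHLHE41.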

KEGG analysis showed highly significant enrichment of genes belonging to the ‘circadian rhythm’ and ‘MAPK-pathways’ and in addition ‘P53-’, ‘mTOR-’, and ‘neurotrophin-signaling-pathway’. Notably, key negative regulators of the cell cycle such as the cyclin-dependent kinase inhibitor-1 (*CDKN1A, P21*), members of growth arrest and DNA damage gene family (*GADD45*), and the TP53 target inhibitory cyclin G1 (*CCNG1*) (Okamoto & Beach, 1994), are assigned to cluster 4. Cluster 5 (linear decrease) showed significant enrichment in proteins present in neuronal processes: Interestingly, the most significantly enriched GO term for cellular components is synapse (GO:0045202, 23 genes, 3.2-fold enrichment, Fisher's exact test, *P* = 10^−6^), and further categories are cell periphery, intracellular, and cytoskeletal part. Top enriched KEGG pathways are ‘axon guidance’ and ‘ECM–receptor interaction’ (Fig.3). It is of note that three key genes of the sonic hedgehog (SHH) signaling pathway, a pathway known to be essential for adult neurogenesis (Favaro *et al*., 2009), are assigned to this cluster (Table S5). 

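The named genes of the extracellular matrix moved both ways. Collagen genes lie outside the named part of the alphabet, and the paper's enrichment of extracellular matrix terms was not tested. Of 6 measured members of the list fixed before the data were examined, 2 were higher and 2 lower at 39 than at 5 weeks (2 higher and 3 lower adjusted over the list alone). The copies of aggrecan, a proteoglycan of perineuronal nets, rose, ACANA from 63.5 ± 7.12 to 155 ± 36.1 CPM and ACANB to 37.4 ± 8.79 CPM (SD, n = 5; log2 fold changes 1.29 and 1.15). They are also the 2 measured members of the list of skin, bone and cartilage genes, of which 2 of 2 were thus higher. BCAN, brevican, fell from 358 ± 8.49 to 193 ± 49.6 CPM (log2 fold change -0.89, standard error 0.21, adjusted p = 0.0017 from edgeR). AGRN, agrin, had a log2 fold change of -0.38 (adjusted p = 0.029), and its call ended without the 6 libraries marked w0w1 (0.1) and without 5 weeks replicates JM100 or JM96 or 39 weeks replicates JM12 or JM15 (0.0571 to 0.0967). BCAN (2 OF 2), with 1 of the 39-week brains at 93.4 CPM, and BGN (1 OF 2) did not pass the test over all genes.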

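BCL2L1 (3 OF 3), a gene of cluster 6 which counters apoptosis, rose from 23.5 ± 1.57 CPM at 5 weeks to 34.9 ± 3.42 at 39 weeks (SD, n = 5; log2 fold change 0.57, standard error 0.10, adjusted p = 8.9e-05 from edgeR). AREGB, also of cluster 6 and an epidermal growth factor receptor ligand, had 0.75 ± 0.44 CPM at 5 weeks and 2.41 ± 3.59 at 39 weeks, a difference that did not pass the test (adjusted p = 0.27), with 1 brain of 39 weeks at 8.79 CPM.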

Cluster 6 (bell shaped, peak at 20 weeks) was enriched for genes belonging to KEGG pathways related to innate immunity.

**Table 1:** GO categories common between *Nothobranchius furzeri* and human brain aging

Category	Human	Intersection	*N. furzeri*	Top categories	FDR
Overrepresented terms among up-regulated genes					
GO: biological process	194	56 (40%)	142	Translational elongation	1.6e-41
				Protein targeting to ER	1.4e-37
				Nonsense-mediated decay	1.5e-35
GO: cellular compartment	72	20 (77%)	26	Ribosome	1.4e-41
				Lysosome	6.3e-6
GO: molecular function	22	4 (80%)	5	Structural constituent of ribosome	1.7e-25
KEGG pathway	2	1 (50%)	2	Ribosome	1.4e-38
Overrepresented terms among down-regulated genes					
GO: biological process	349	116 (32%)	364	Cell cycle	2.6e-59
				DNA damage	1.7e-22
				Cellular response to stress	5.8e-15
				Protein folding	2.9e-06
				RNA processing	6.2e-06
GO: cellular compartment	201	59 (41%)	143	Nucleus	3.9e-39
				Organelle	6.8e-39
				Microtubule cytoskeleton	3e-16
				Mitochondrion	1.1e-10
GO: molecular function	99	27 (33%)	82	ATPase activity	4.6e-7
				RNA binding	4.9e-05
				Threonine-type peptidase activity	0.00016
				Unfolded protein binding	0.00044
KEGG pathways	25	5 (25%)	20	Proteasome	2.3e-5
				RNA transport	0.00017
				Spliceosome	0.00019
				Nucleotide excision repair	0.00038
				Protein processing in endoplasmic reticulum	0.0006

The numbers reported refer to categories significant with hypergeometric test and FDR < 0.05. Human and *N. furzeri* figures refer to the total number of categories in each gene set, respectively. Percentage in intersection column refers to percentage of *N. furzeri* categories. The top categories are defined as nonoverlapping categories ranked on FDR-corrected *P*-value for the *N. furzeri* dataset whose values are reported in the last column.

**Figure 3:**
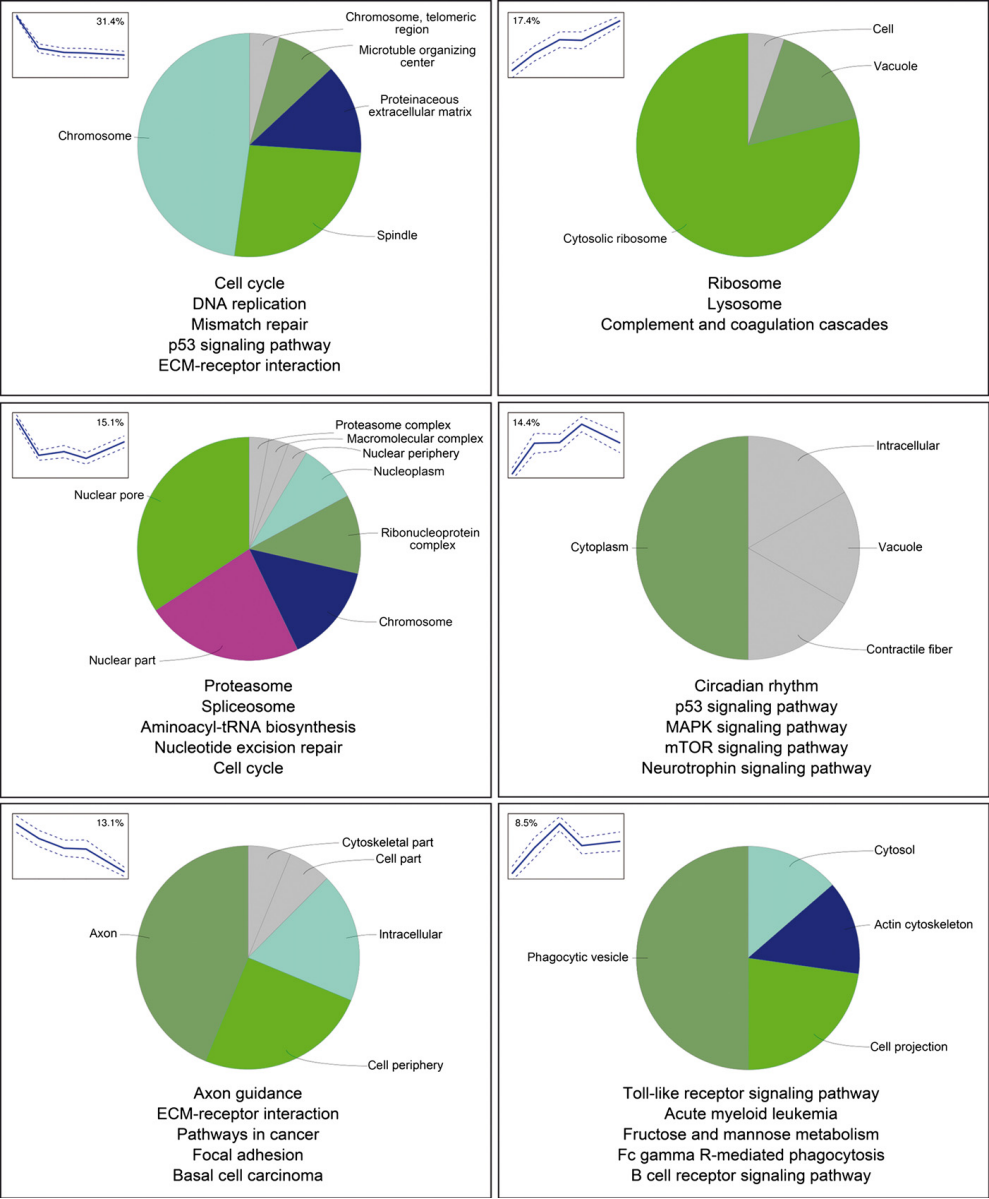
Gene enrichment analysis of the individual fuzzy c-means (FCM) clusters. The pie charts correspond to clustering of enriched cellular component terms as generated by ClueGO. The dimension of the wedges is proportional to the number of clustered terms, and the term with the highest number of differentially expressed genes was used for annotation. Gray wedges indicate individual terms that could not be clustered. The text below the pie charts reports the five most enriched KEGG pathways for each of the FCM clusters.

**Figure 4:**
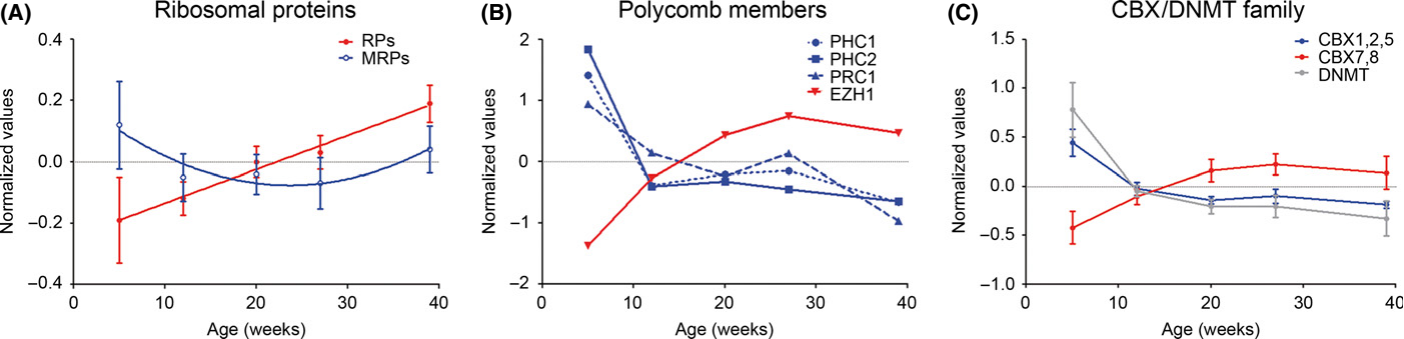
Age-dependent transcript levels of selected differentially expressed genes. Expression values at each age were centered and scaled to the mean. (A) The average of all 87 ribosomal genes (RP) and mitochondrial ribosomal genes (MRP) are shown. Error bars represent standard deviations. (B) Members of the polycomb complexes 1 and 2. (C) Averaged expression of all *DNMT* genes and members of the *CBX* genes family. CBX members in cluster 1 are shown in blue, and CBX members in clusters 2 and 6 are shown in red.

### Chromatin-remodeling genes

Age-dependent epigenetic remodeling is prominent in the human brain (Horvath *et al*., 2012; Numata *et al*., 2012; Watson *et al*., 2012), and chromosome is a predominant GO term in cluster 1 (Fig.3). We examined the chromatin-remodeling DEGs and found that several members of the DNA methyl-transferase gene family were down-regulated and belong to cluster 1 (*DNMT1/3B/3AA/3AB,* Fig.4C). Particularly evident was the regulation of members of the polycomb repressive complex 1: protein regulator of cytokinesis (*PRC1*), polyhomeotic-like 1 and 3 (*PHC1* and *PHC 2*; cluster 1), and enhancer of zeste homolog 1 (*EZH1*; cluster 4), that is part of polycomb complex 2 (Fig.4B). Similarly, members of the chromobox homolog (*CBX*) gene family showed opposite trajectories of expression (Fig.4C) with *CBX1A/B*,*CBX2,* and *CBX5* in cluster 1 and *CBX7A/B* and *CBX8A/B* in clusters 2 and 6.

### Comparison with other datasets

We compared the list of DEGs obtained in *N. furzeri* with a public dataset of 269 samples from human prefrontal cortex from fetal to old age (Colantuoni *et al*., 2011). DEGs from *N. furzeri* are regulated during human ontogeny, and FCM clustering separates them into three groups: (i) rapid decrease during fetal life, (ii) peak during childhood followed by a decrease, and (iii) increase from fetal life to childhood (Fig. S7). To specifically compare aging-related DEGs from human and *N. furzeri*, we used a dataset of 13 young (age 25–40) and 15 old subjects (age 70–95) (Loerch *et al*., 2008) and performed gene enrichment analysis on human and *N. furzeri* DEGs separately. For both down- and up-regulated GO terms, we detected an intersection that included between 25% and 80% of the *N. furzeri* terms and that was particularly extensive for up-regulated DEGs (Table1). For a broad-level comparison, we used a meta-analysis of human brain, kidney, and muscle microarray data (Zahn *et al*., 2006) and a meta-analysis of different tissues from human, primate, and rodent tissues (de Magalhaes *et al*., 2009). Four up-regulated terms (‘cytosolic ribosome’, ‘lysosome’, ‘negative regulation of apoptosis’, and ‘complement activation’) were shared between *N. furzeri,* and at least one of these analysis and two down-regulated terms (‘mitochondrion’ and ‘collagen’) were shared between de Magalhaes *et al*. (2009) and *N. furzeri* (Table2). In addition, 16% of the up-regulated genes and 21% of the down-regulated genes identified by de Magalhaes *et al*. (2009) were differentially expressed with concordant direction in *N. furzeri* (Table S9 and Fig. S12).

**Table 2:** Comparison of the meta-analysis of de Magalhaes *et al*. (2009) and Zahn *et al*. (2006) with genes differentially expressed in *Nothobranchius furzeri* brain

Meta-analysis by de Magalhaes *et al*. (2009)	Meta-analysis by Zahn *et al*. (2006)	This study
Overrepresented terms among down-regulated genes		
Mitochondrion	ND	GO:0005739 mitochondrion, *P* = 2.5 × 10^−5^
Oxidative phosphorylation	Oxidative phosphorylation	ND
Hydroxylisine, hydroxylation, collagen	ND	GO:0005581 collagen, *P* = 1.5 × 10^−5^
Overrepresented terms among up-regulated genes		
Immune response, complement activation	Complement activation	KEGG hsa04610 complement and coagulation cascades, *P* = 0.035
ND	Cytosolic ribosome	KEGG hsa03010 ribosome, *P* = 8.4 × 10^−49^
Lysosome	ND	KEGG hsa04142 lysosome, *P* = 0.0028
Negative regulation of apoptosis	ND	GO:0043066 negative regulation of apoptosis, *P* = 0.0053

The terms reported for meta-analysis are obtained from Table I de Magalhaes *et al*. (2009) and represent the broadest of the top annotation of functional clusters obtained by DAVID. The terms reported for Zahn *et al*. (2006) were detected by GSEA using correlation of gene expression with age. *N. furzeri DEGs* were analyzed by DAVID using standard setting and the ‘FAT’ level for GO terms. Significance values refer to Fisher's exact test.

### Network analysis

We constructed a correlation-based network of the transcript levels of all expressed genes in the 25 samples. Using Pearson′s r > 0.95 as selection criterion for edges, the resulting network contains 1707 nodes and 18 008 edges (Fig.5A). 

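Pearson's correlation of RPKM across the 25 libraries, at r above 0.95, joined 1378 of the 9215 differentially expressed genes by 16590 edges. Cluster 1 carried most edges of the named genes. Of its 142 named genes, 60 had an edge, with 2103 edges summed over the genes, against 167 for 60 genes of cluster 3 and 17 for 57 genes of cluster 2. BORA had 154 edges, ARHGEF15 (1 OF 2) 150 and AURKA 115. Over all 16484 genes that passed the filter, a set chosen after the data were seen, there were 1568 nodes and 17030 edges. The edges numbered 10192 without 5 weeks replicate JM100, and 7611 and 5012 on log scales. A network built without the 5-week libraries had 656 nodes and 1300 edges, and one of the deviations from each age mean had 1651 edges.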

The node of highest edge value is the putative transcription factor zinc-finger protein 367 gene (*ZNF367*) in cluster 1 (Fig.5A'). 

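The gene with most edges, 191, was a contig without a name in the held part of Table S1 (Nofu_gene_3_0020370), so that it could not be checked whether it is ZNF367. The count table gives it a zebrafish gene identifier as best bidirectional hit, which no table used here pairs with a name. Its level was 29.7 ± 7.29 CPM at 5 weeks (SD, n = 5), with means of 7.00 CPM at 12 weeks and 3.49 CPM at 39 weeks. Named genes among its neighbours included BORA, AURKA, ARHGAP19 (2 OF 2) and ANKLE1, an endonuclease, and all 14 with a name belonged to cluster 1.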

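All 191 neighbours of the unnamed gene with most edges were lower at 12 than at 5 weeks and passed the test, and all 191 were also lower at 39 weeks. Since the neighbours were chosen by their correlation with a gene that is highest at 5 weeks, this common direction follows from the choice. Their median log2 fold change was -1.58 between 5 and 12 weeks and -1.93 between 5 and 39 weeks. The neighbours were joined among themselves by 10109 edges, or 10300 with those of the gene itself. Among them was ARHGEF15 (1 OF 2), at 21.0 ± 5.26 CPM at 5 weeks, 8.73 ± 0.50 at 12 weeks and 5.21 ± 0.53 at 39 weeks (SD, n = 5).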

The subnetwork of *ZNF367* first neighbors (Fig.5B) contains 192 nodes and 1030 edges and is clearly enriched for genes that regulate the cell cycle (Fig.5C).

**Figure 5:**
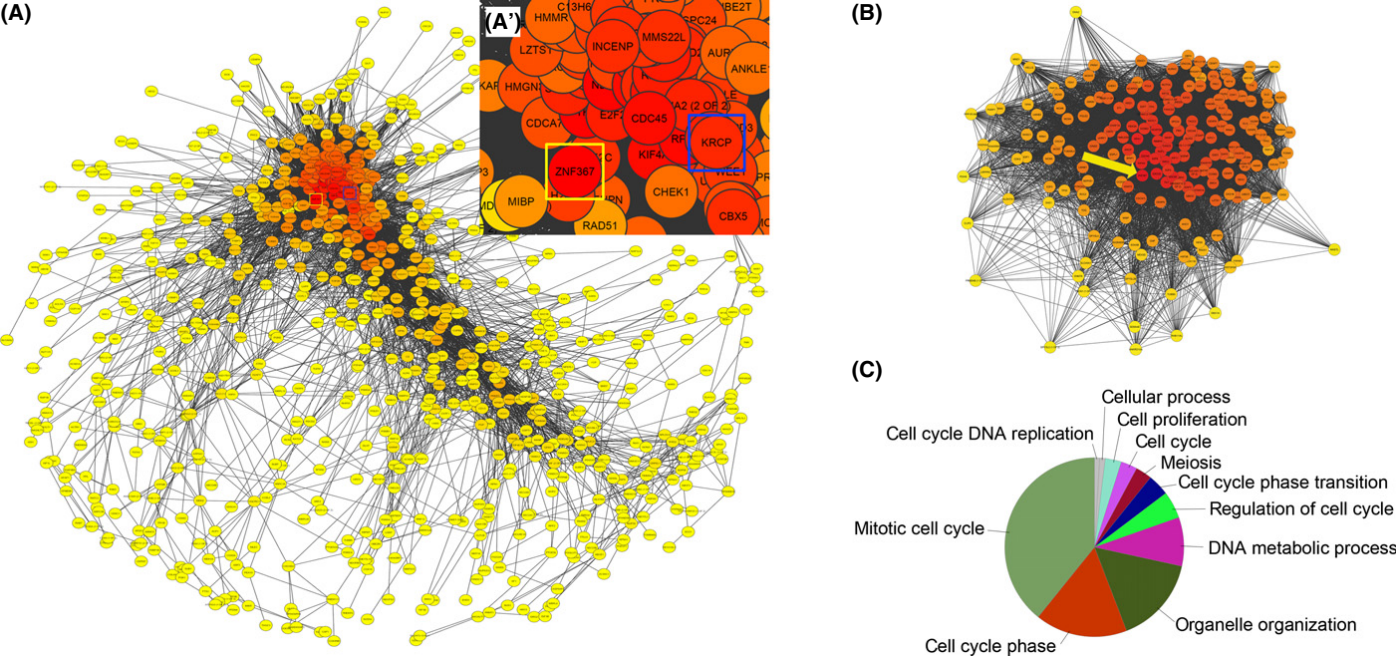
Network analysis. (A) Network of RKPM values of all expressed genes based on Pearson's correlation r ≥ 0.95, spring-embedded layout weighted on correlation. Color of nodes indicates the edge degree value with red assigned to nodes of highest values. Only the cluster with largest number of nodes is shown. (A′) Enlargement of (A): *ZNF367*, the node of highest edge, is indicated by yellow square, the position of *KRCP*, a gene of high edge degree value that was further studied by *in situ* hybridization, is indicated by a blue square. (B) Network of the first neighbors of *ZNF367*, 192 nodes, 1030 edges. The position of *ZNF367* is indicated by a yellow arrow. (C) Gene enrichment analysis of *ZNF367* first neighbors.

We further analyzed whether correlation in expression changes as function of age and computed correlation-based networks of the DEGs only across samples of the same age for the five time points separately (Fig. S8). 

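Networks within an age rest on 5 libraries each. At r of at least 0.99 the 9215 differentially expressed genes had 40701 edges at 5 weeks, 40510 at 12 weeks, 50254 at 20 weeks, 56398 at 27 weeks and 52939 at 39 weeks. Values drawn independently would give about 25443 edges at this n. At each age 1 component held most of the genes, 8627 at 5 weeks and 8502 at 39 weeks. Since independent values would already give more edges than there are genes, a single large component is by itself no sign of coregulation.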

In the 5-week age-group, one single network emerges and contains genes belonging to all above-described FCM clusters. 

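Among the 425 named genes of Table S3 at 39 weeks, the share of pairs with an edge was 0.19% within clusters 1 and 5, which hold genes such as AURKA and BNC2, 0.331% within clusters 2 and 3, with APOEB and ARNTL1A, and 0.064% between these groups. The largest component had 12 genes, 11 of clusters 1 and 5 and 0 of clusters 2 and 3. At 5 weeks the shares were 0.206%, 0.165% and 0.097%. No test of the difference between the ages was made, since each network rests on 5 libraries.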

In the last time point, 39 weeks, two distinct clusters emerge that are not connected by edges: one contains mainly genes of FCM clusters one and five (continuous down-regulation) and the second mainly genes of FCM clusters two and three that increase in expression between 27 and 39 weeks.

### Expression in the brain and identification of genes related to adult neurogenesis

Cluster 1 is highly enriched for genes related to cell cycle and DNA replication and shows a rapid decay. 

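The paper reasons that cluster 1 may hold genes of the niches of neural stem cells. Both named genes of neural stem cells and radial glia, the copies ASCL1A and ASCL1B of a proneural transcription factor, fell between 5 and 12 weeks (2 of 2 also adjusted over the list alone). ASCL1B fell from 18.7 ± 6.08 to 6.06 ± 1.61 CPM (SD, n = 5; log2 fold change -1.63, standard error 0.30, adjusted p = 0.00042 from edgeR). ASCL1A had a log2 fold change of -1.13 (adjusted p = 0.036), and its call ended without 5 weeks replicates JM100, JM103 or JM96 or 12 weeks replicates JM105, JM107, JM109 or JM113 (adjusted p from 0.0501 to 0.0875). AGR2, anterior gradient 2, had 2.17 ± 3.43 CPM at 5 weeks and 0.32 ± 0.11 at 12 weeks (adjusted p = 0.019). In these counts that difference rested on brain JM101 with 8.25 CPM, and without 5 weeks replicate JM101 the adjusted p was 0.326 (log2 fold change -0.99 against -2.68). The paper also studied AGR2 by qPCR and by in situ hybridization in the brain, neither of which was analysed here.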

Adult neurogenesis is known to decrease exponentially with age (Pekcec *et al*., 2008; Ben Abdallah *et al*., 2010), and we reasoned that this cluster may contain genes specifically enriched in the niches of neuronal stem cells (NSCs) and not previously characterized in this context. As a first step, we interrogated the ZFIN database and identified 96 genes of cluster 1 for which high-quality *in situ* hybridization pictures in zebrafish embryos were available. Of these, 86% (83/96) are expressed in the nervous system and 50% (48/96) are expressed specifically in the NSC niches of the zebrafish embryo (Table S6). We selected a short list of genes of putative regulatory function to visualize their expression by *in situ* hybridization in the central nervous system of zebrafish embryos at age 72 h when niches of NSCs are well delimited (Figs6A and S9). These genes were anterior gradient related 2 (*AGR2*), previously implicated in regeneration of amphibian limbs (Kumar *et al*., 2007), the chromatin remodelers *CBX1A*,*CBX7A*,*DNMT3AA,* and sex comb midleg like 4 (*Drosophila*) (*SCML4*), and the RNA-binding protein mex3 homolog A (*C. elegans*) (*MEX3A*) (Buchet-Poyau *et al*., 2007). In addition, we analyzed the genes for two putative transcription factors: *ZNF367* and the teleost-specific kelch repeat containing protein (*KRCP*) that both occupy very central positions in the correlation-based network (Fig.5A, A′). The expression of *ZNF367, KRCP,* and *MEX3A* was very similar to the expression of the mitotic marker proliferating cell nuclear antigen (*PCNA,* Fig.6A). Neuronal expression of *AGR2* was detected exclusively in the mitotically active olfactory epithelium (Fig. S9). All other genes (Fig. S9) were detected in the ciliary marginal zone that represents the NSC niche of the retina and showed different expression patterns in the other NSC niches. Expression of *SCML4* was widespread caudally, but was restricted rostrally to NSC niches in the optic tectum, retina, and olfactory epithelium. *CBX1A* and *DNMT3AA* showed more widespread expression in the developing brain. *CBX7A* was not expressed at detectable levels in zebrafish embryos.

**Figure 6:**
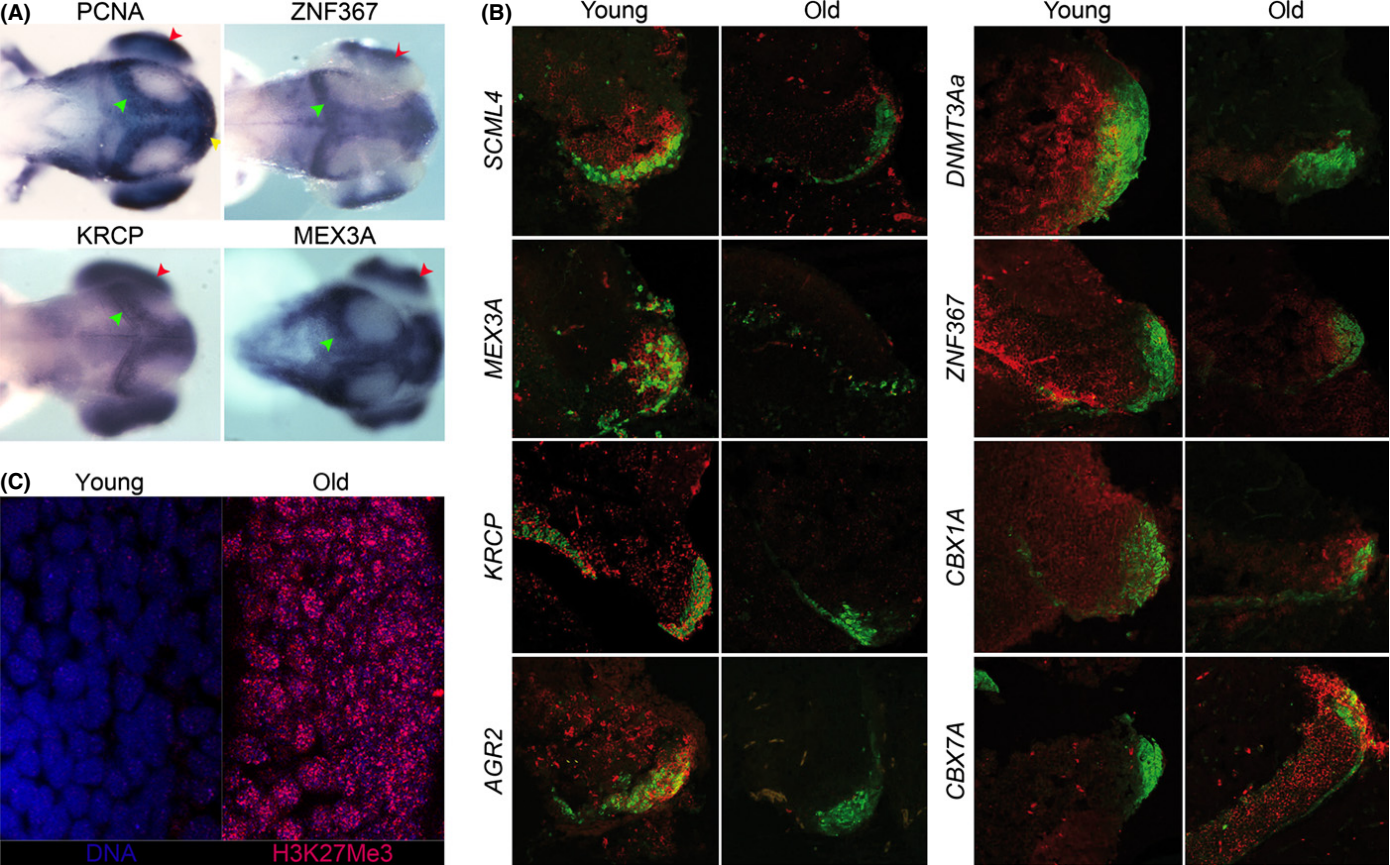
*In situ* hybridization and immunohistochemistry. (A) Dorsal view of 72 hpf zebrafish embryos processed by *in situ* hybridization for *ZNF367*,*KRCP,* and *MEX3A*. Proliferating cell nuclear antigen (*PCNA*) riboprobe has been used to visualize proliferative region of the zebrafish larval brain in the optic tectum (green arrowhead) and retina (red arrow head). (B) Double-labeling *in situ* hybridization (ISH) and immunohistochemistry (IHC) on the posterior margin of the optic tectum (OTp) in *Nothobranchius furzeri* for the following genes: *SCML4*,*MEX3A*,*KRCP*,*AGR2*,*DNMT3AA*,*ZNF367*,*CBX1A*, and *CBX7A* – ISH signal was revealed using fluorescent Fast Red and is visualized in red, PCNA IHC is visualized in green to localize the proliferative niche of the OTp. Only merged signals are shown. Young animals were 6 weeks old, and old animals were 25 weeks old. Separated red and green channels are reported in Fig. S10. The images are representative of three replicates. (C) Changes of PRC2 markers with age. Immunohistochemical detection of H3K27me3 in the posterior optic tectum of young (5 weeks) and old (35 weeks) individuals. The images are representative of three replicates. Immunohistochemical signal is shown in red and DNA staining (TOPRO3) in blue. Overlap of signals gives rise to a purple hue.

We then performed double-labeling *in situ* hybridization with PCNA in the *N. furzeri* brain at 5 and 25 weeks of age (Figs6B and S10) focusing attention on the posterior margin of the optic tectum that represents one of the most active NSC niches in *N. furzeri* brain (Terzibasi Tozzini *et al*., 2012). Mitotically active cells were identified by double labeling with antibodies against PCNA. All these genes were expressed in the NSCs in an age-dependent manner (Fig.6B): *CBX7A* was not detected in young animals and showed a widespread expression in old animals including both the postmitotic neurons and the stem cell niche. This was opposite to the expression of *CBX1A* that was widespread in young animals and down-regulated in old animals with expression concentrated in the NSC niche. *DNMT3AA*,*KRCP*,*MEX3A*,*SCML4,* and *ZNF367* all were associated with the NSC niche in young animals, and their expression was down-regulated as a function of age. To obtain an independent confirmation for differential activity of polycomb members, we performed immunohistochemistry for tri-methylation of lysine 27 of histone H3 (H3K27me3) that is a known repressive modification linked to PRC2 activity (Simon & Kingston, 2013). Analysis of optic tectum revealed a clear up-regulation of H3K27me3 signal in old fish (Fig.6C).

To investigate the regulation of these genes in humans, we interrogated the ‘Braincloud’ database (Colantuoni *et al*., 2011) that reports expression in the prefrontal cortex in 269 human subjects from fetal stage to 80 years. Five of these eight genes show a pattern of age-dependent regulation concordant to *N. furzeri*:*CBX7* is strongly up-regulated starting after birth, *CBX1* and *ZNF367* are strongly down-regulated between fetal ages and newborn, *MEX3A* and *DNMT3A* show more progressive down-regulation, and *SCML4* is up-regulated during fetal life and down-regulated during postnatal life (Fig. S11).

## Discussion

In the present paper, we analyzed age-dependent genome-wide transcript regulation in the short-lived fish *N. furzeri* by means of RNA-seq. Analysis of aging-dependent gene regulation requires the use of multiple time points, as different genes may follow different trajectories and reach their peaks or plateaus at different times. In this study, we sampled five time points during adult life starting from sexual maturity and including individuals in the ‘old’ class (around 30% survivorship) to resolve different age-dependent expression profiles. In addition, we compared our results with public data on gene regulation in the aging human cortex and detected conservation in the regulated pathways and GO groups.

### Temporal inversions

We observed that almost 40% of the genes showed U or bell shape mostly with inversion at 27 weeks and a change of gene coregulatory networks in the oldest group. This could be the result of heterogeneity in the rate of aging and selection for individuals with retarded aging at the oldest group. This cluster of bell-shaped genes contains *GADD45* family members that are typically activated by a variety of stressors and induce apoptosis or senescence *via* the MAPK and TP53 pathways (Liebermann *et al*., 2011) and the cell cycle inhibitors CDKN1A and CCNG1. The U-shaped cluster is enriched for cell cycle and DNA replication genes (Table S4), suggesting that the oldest group on average shows lower levels of cellular stress than the animals sampled at median lifespan, possibly because they delayed or escaped age-dependent dysfunctions, as it is the case for human centenarians (Evert *et al*., 2003). Inversions in the direction of age-dependent gene expression are prominent in the postnatal primate cortex (Somel *et al*., 2010; Colantuoni *et al*., 2011) and also observed in the rat brain (Wood *et al*., 2013). One of these turning points is observed around the age of 60 years in humans (Colantuoni *et al*., 2011). Our observation that in *N. furzeri,* the frequency of turning points peaks shortly before median lifespan suggests that this may be a general phenomenon in vertebrates.

### Up-regulation of ribosomal genes and protein homeostasis

A surprising observation of the present study is a concerted and progressive up-regulation of genes coding for ribosomal proteins accompanied by up-regulation of genes involved in initiation of translation. Up-regulation of ribosomal protein genes was detected also by a meta-analysis of human brain, kidney, and muscle datasets (Zahn *et al*., 2006). Enrichment of lysosome-related terms, such as cathepsins, is observed in the same cluster and appears as a conserved signature of aging in a meta-analysis of microarray experiments (de Magalhaes *et al*., 2009). Aging is linked to disrupted protein homeostasis and accumulation of misfolded proteins (David *et al*., 2010) that is also a unifying mechanism of progressive neurodegenerative diseases (Ross & Poirier, 2004). In parallel, accumulation of lysosomal aggregates (lipofuscin) is a well-characterized histopathological hallmark of neuronal aging (Jonker *et al*., 2013; Terzibasi Tozzini *et al*., 2013). Finally, down-regulation of proteasome is observed both in *N. furzeri* and human (Table1), and the network of coregulated genes at the oldest age shows enrichment for ER stress response and protein folding (Fig. S8). All these data indicate that impaired protein homeostasis is a conserved hallmark of brain aging.

### Different profiles of down-regulation

Clustering down-regulated genes according to temporal profiles revealed two different kinetics of down-regulation: progressive and rapid. Both clusters are enriched for ECM terms clearly showing that brain aging in *N. furzeri* is associated with major remodeling of the extracellular matrix, as already shown for the skin by an initial study of RNA-seq based on pool sequencing (Petzold *et al*., 2013) and this is a conserved hallmark of aging across several tissues (de Magalhaes *et al*., 2009). However, several other GO terms and KEGG pathways are differentially represented in the two clusters. Of particular interest is the down-regulation of synaptic proteins that is also a feature of the aging primate brain (Loerch *et al*., 2008; Somel *et al*., 2010) and indicates a progressive deterioration of neuronal function/plasticity during aging that underlies the age-related learning impairments observed in *Nothobranchius* (Valenzano *et al*., 2006b).

Rapid decay of gene expression (i.e. large differences between 5 and 12 weeks) can be partly related to the continuation of somatic growth past sexual development that is a typical trait of teleost fish. However, a fraction of DEGs were clearly associated with age-dependent decrease in neurogenesis in agreement with previous histological and transcriptomic studies (Terzibasi Tozzini *et al*., 2012; Petzold *et al*., 2013). As the number of neuronal stem cells (radial glia) does not decrease during aging (Terzibasi Tozzini *et al*., 2012), this difference should be primarily be due to reduced activity of the stem cells that are physically preserved but become increasingly quiescent.

Genes with initial down-regulation and increase in the last point, on the other hand, were enriched for genes coding for proteins of proteasome and spliceosome, and these terms were enriched also in a dataset of human cortex aging (Loerch *et al*., 2008; Table1). It is highly interesting that RNA-seq studies have shown that both splicing (Wood *et al*., 2013; Mazin et al., 2013) and the expression of genes coding for splicing factors (Mazin *et al*., 2013) show a U-shape profile during mammalian brain ontogeny.

### Morphogen pathways and aging

Morphogens are known to regulate the state of adult NSCs, and Notch pathway is important in regulating quiescence in teleost fish (Chapouton *et al*., 2010). In mammals, Notch signaling is activated in NSCs (Lugert *et al*., 2010), and Notch activity in the NSC niche is down-regulated during aging of the mouse (Sun *et al*., 2013). In *N. furzeri* as well, Notch pathway is down-regulated with age and is enriched in cluster 1 (rapid decay).

The sonic hedgehog (*SHH*) pathway, in combination with SOX2, is also known to regulate adult NSC activity in mammals (Favaro *et al*., 2009). *SHH* pathway is down-regulated with age but with a more progressive time course as opposed to Notch. This suggests that during the course of aging, there is an imbalance between the activities of these two pathways.

### Circadian rhythm genes

Circadian rhythm genes are highly enriched in cluster 4 (peak at 27 weeks). All animals in the study were sampled at the same time and in fasted state, and it can be excluded that this difference is due to sampling artifacts. In adult zebrafish, genes of the circadian clock are highly expressed in the NSC niches (Weger *et al*., 2013), and their regulation might be a consequence of age-dependent decay of adult neurogenesis.

### Chromatin remodeling and brain aging

Aging of primate brain is associated with prominent remodeling of chromatin (Horvath *et al*., 2012). In *N. furzeri,* histone core proteins of the H2A and H3 family are rapidly down-regulated with age. Chromatin-remodeling genes are also age-regulated, in particular DNMT and polycomb genes. DNMTs decrease rapidly with age and are known to regulate neurogenesis and neuronal differentiation by promoting expression of neurogenic genes *via* antagonization of polycomb repression (Wu *et al*., 2010). In human brain and peripheral tissues, polycomb-mediated methylation increases with age (Horvath *et al*., 2012). Polycomb members are dynamically regulated in *N. furzeri*. *EZH1*, the catalytic element of polycomb repressive complex 2 (PRC2) that catalyzes the tri-methylation of K27 on H3 (H3K27me3) (Simon & Kingston, 2013), is up-regulated with age and so is H3K27me3. As for CBX family, *CBX7*, whose activity is dependent on PRC2 (Morey *et al*., 2012), is up-regulated. On the other hand, *CBX* family members that are antagonistic to CBX7 (Morey *et al*., 2012) are down-regulated and so are components of PRC1: *PRC1, PHC1, and PHC2*. These data suggest that brain aging in *N. furzeri* is associated with imbalance in the activity of PRC1 and PRC2.

### Identification of novel genes associated with neuronal stem cell niches

Adult neurogenesis is sustained by adult NSC (aNSCs). Mammalian aNSCs are restricted to defined regions, and transcriptome analysis of aNSCs in mammals requires their purification by fluorescence-assisted cell sorting (Beckervordersandforth *et al*., 2010). Teleost brains, on the other hand, contain widespread aNSCs and no astroglia. Activity of aNSCs decreases exponentially with age (Kempermann, 2011) and is also rapidly down-regulated in *N. furzeri* between 5 and 12 weeks and further decreased at 25 weeks (Terzibasi Tozzini *et al*., 2012). Due to the large number of aNSCs, decreased neurogenesis generates in *N. furzeri* a signal detectable in whole-brain transcriptome. We identified seven genes of possible regulatory function specifically associated with aNSCs in *N. furzeri* that are also expressed in at least one neurogenic region of the zebrafish embryo. Five of these genes are down-regulated during ontogeny of the human prefrontal cortex (Colantuoni *et al*., 2011). Some of the identified genes are of unknown function in the nervous system. *MEX3A* codes for an RNA-binding protein that, in intestinal cells, regulates *MSI1* (Pereira *et al*., 2013), a neurogenic gene expressed in *N. furzeri* NSCs (Terzibasi Tozzini *et al*., 2012). *ZNF367* and *KRCP* are putative transcription factors that act as central nodes in gene coregulation networks, and their function in the nervous system is unknown. *SCML4* is a putative members of the polycomb repressive complex, *DNMT* and *CBX* family members are known to regulate the self-renewal capacity of embryonic stem cells in an interplay that is dependent on activity of the polycomb repressive complex (Wu *et al*., 2010). Our data strongly suggest that regulation of chromatin-remodeling genes is associated with aging of aNSCs *in vivo* and that these transcripts are regulated during human ontogeny.

## Materials and methods

Materials and Methods are available in the Supplements.

## Funding

No funding information provided.

## Data deposition

Data of this experiment were deposited in gene expression omnibus (GEO), Accession No. GSE52462.

## Supporting Information

**Fig. S1** Growth curve of *N. furzeri* MZM-04/10. **Fig. S2** Survivorship of *N. furzeri* MZM-04/10. **Fig. S3** Number of DEGs in pairwise comparisons. **Fig. S4** Validation by qPCR. **Fig. S5** Sample clustering. **Fig. S6** Distribution of inversion points. **Fig. S7** Clustering of human orthologs of *N. furzeri* DEGs. **Fig. S8** Age-dependent networks. **Fig. S9***In situ* hybridization in zebra fish embryos. **Fig. S10***In situ* hybridization in *N. furzeri* with separated channels. **Fig. S11** Expression plots of selected genes from Braincloud. **Fig. S12** Overlap of DEGs between this study and de Magalhaes *et al*.

Table S1 RPKMs of all genes and list of differentially expressed genes.

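Table S1 lists the mean RPKM at each age and marks the differentially expressed genes. The held part pairs 1994 names with 1 row each of the first deposited RPKM values by the shares of the 5 ages, which are equal to within 3e-06. The levels themselves were equal within 0.1% for 17 of these genes and differed by over 1.5 times for 1294. For this reason levels are given in CPM from the counts, and RPKM was used for profiles within a gene. The alternatives that add a constant to RPKM or set a minimum of it depend on the level and share its doubt.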

Table S2 List of genes analyzed by qPCR.

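Of the 4104 genes of Table S3, 425 could be paired with the counts by name, among them 145 of cluster 1 (such as AURKA), 60 of cluster 2 (APOEB), 61 of cluster 3 (ARNTL1A), 64 of cluster 4 (BHLHE41), 50 of cluster 5 (BNC2) and 45 of cluster 6 (ASPA). All 425 carry a mark in Table S1.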

Table S3 Cluster membership of DEGs.

Table S4 Enriched KEGG pathways.

Table S5 List of down-regulated genes related to morphogen pathways.

Table S6 Genes of cluster 1 with expression present in ZFIN.

Table S7 Primers used to generate zebra fish ISH probes.

Table S8 Primers and sequences used to generate *N. furzeri* ISH probes.

Table S9 Intersection of DEGs with de Magalhaes *et al*.

Appendix S1 Graphical representation of regulated KEGG pathways with rendering of the fold-changes.

# Supplementary material for: RNA-seq of the aging brain in the short-lived fish N. furzeri – conserved pathways and novel genes associated with neurogenesis
**Source:** Aging Cell. 2014 Jul 25;13(6):965–74. doi: 10.1111/acel.12257
**Supplement:** Supplementary file 1 — Fig. S1 Growth curve of N. furzeri MZM-04/10. Fig. S2 Survivorship of N. furzeri MZM-04/10. Fig. S3 Number of DEGs in pairwise comparisons. Fig. S4 Validation by qPCR. Fig. S5 Sample clustering. Fig. S6 Distribution of inversion points. Fig. S7 Clustering of human orthologs of N. furzeri DEGs. Fig. S8 Age-dependent networks. Fig. S9In situ hybridization in zebra fish embryos. Fig. S10In situ hybridization in N. furzeri with separated channels. Fig. S11 Expression plots of selected genes from Braincloud. Fig. S12 Overlap of DEGs between this study and de Magalhaes et al.

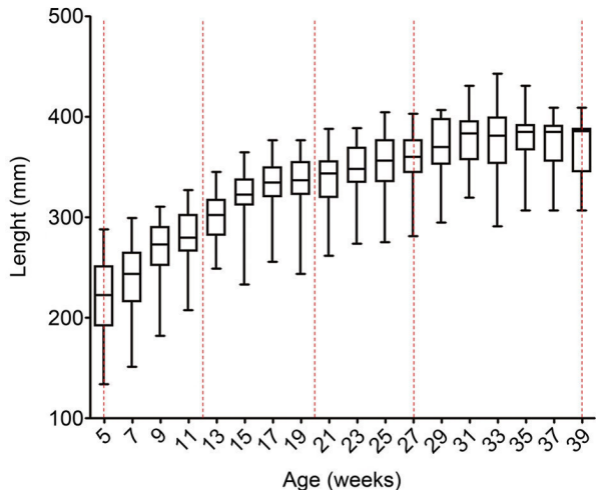

Figure S1 Growth curve of the animals in the present study as box plots. The bars represent the two extreme values, the box the 25%-75% percentile and the line the median. The red dotted lines represent the sampling times.

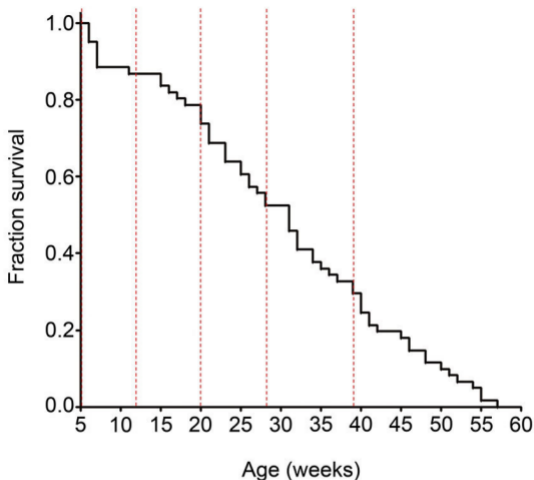

Figure S2 Representative survival curve of the strain MZM-04/10p in our facility. The red dotted lines represent the sampling times.

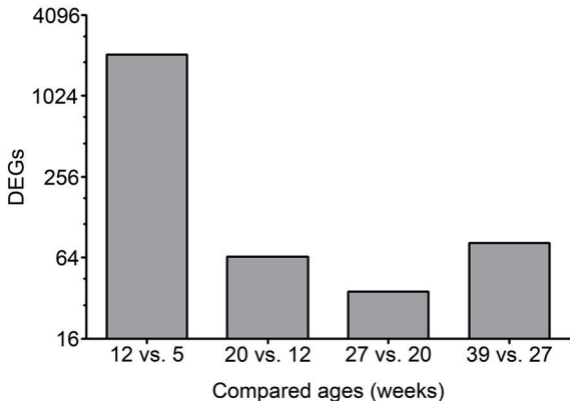

Figure S3 Number of DEGs of the four pairwise-comparisons for successive time points. Each point represents the transition from one age step to the next. Note logarithmic scale on the Y axis.

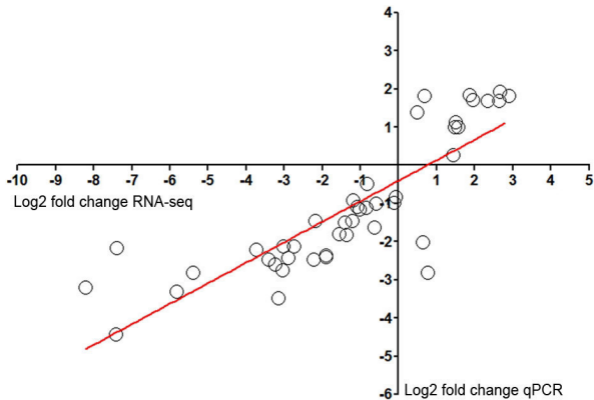

Figure S4 Correlation of qPCR and RNA-seq for 20 genes. Fold-changes were always relative to the expression value at 5 weeks. Each point represents one gene and one single comparison, so 13 gene are represented by two points (5, 12, 27 weeks analyzed) and seven by three points (also 39 weeks) (for list of genes see Table S2).

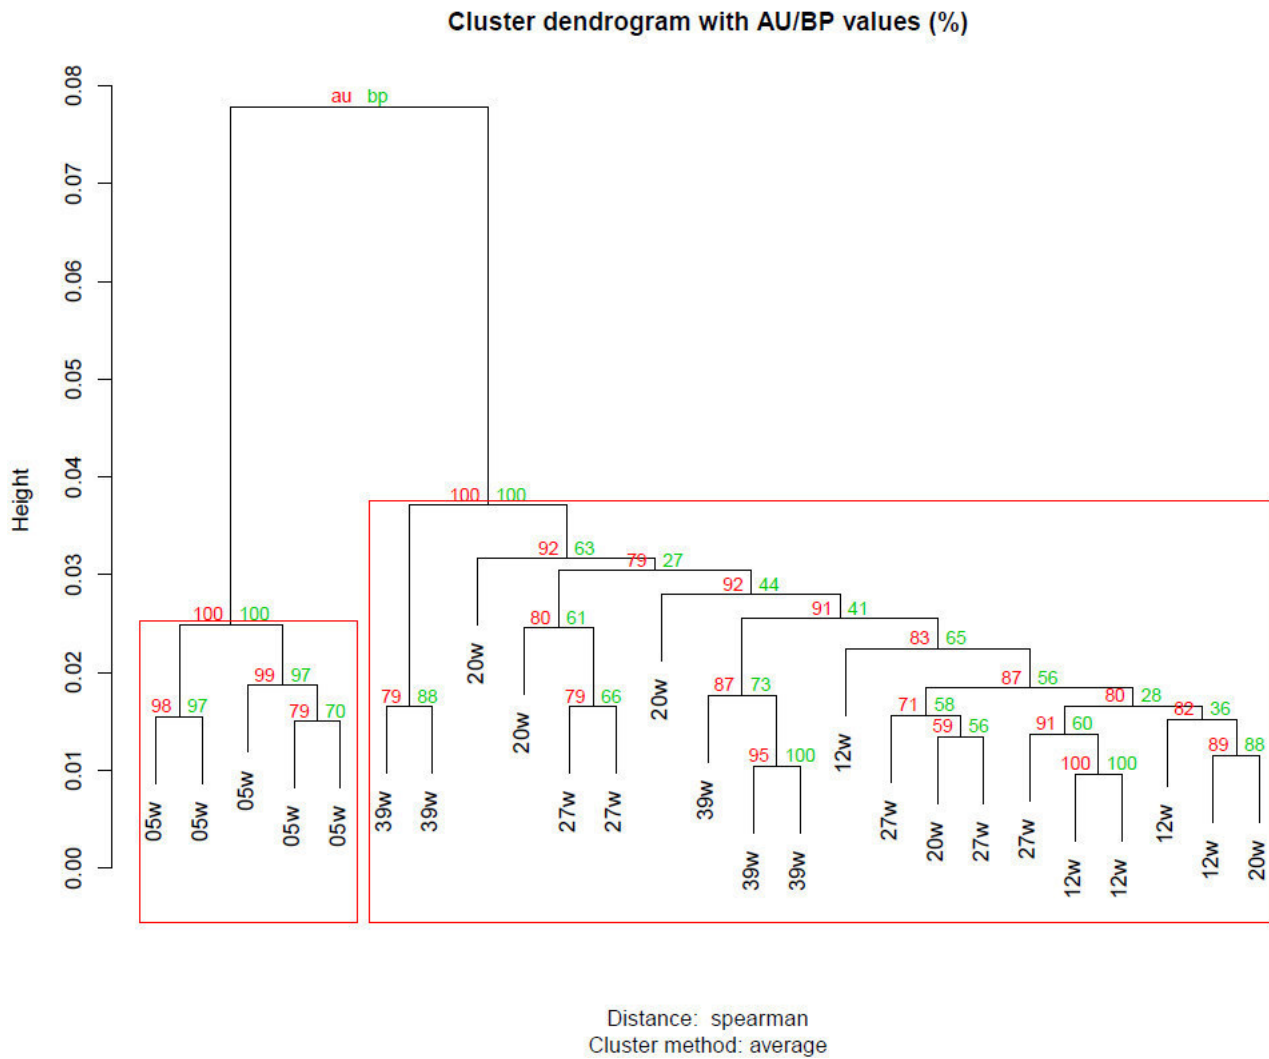

Figure S5 Hierarchical clustering

The figure shows the results from hierarchical cluster analysis using the pvclust R package (Suzuki and Shimodaira1, 2006). 

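Clustering of the counts of the 9215 differentially expressed genes by average linkage on Spearman's correlation set the 5 libraries of 5 weeks apart as the smaller of the first 2 branches. Mean correlation was 0.9861 among the 5-week brains, 0.9554 between these and the brains of other ages, and 0.9767 between 12 and 39 weeks. Cut into 5 branches, 3 held libraries of 1 age only. The bootstrap p-values were not computed here.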

Pvclust provides two types of p-values: AU (Approximately Unbiased) p-value and BP (Bootstrap Probability) value.. As input data the unnormalized gene counts of all 4104 DEG were used. Spearman correlation was used as distance measure and the number of bootstrap replications was 1,000. All other parameters were set as default. Clusters with AU p-value > 0.95 were highlighted in red rectangles

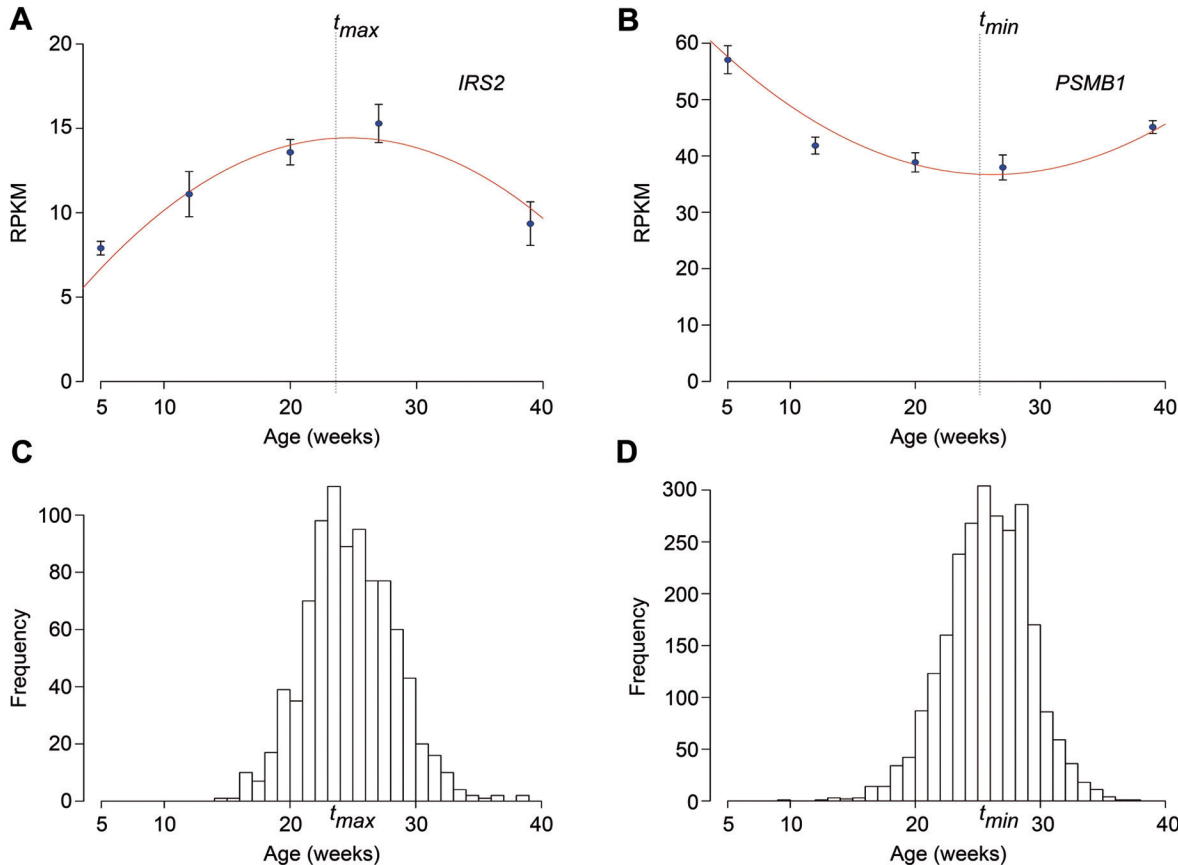

Figure S6 Assessment for inversion time points in the temporal profile of gene expression for U- or bell-shaped trajectories by quadratic fitting. (A, B) Examples of individual genes. (C, D) Distribution of the estimated time of the maximal/minimal transcript levels for the genes showing initial up-regulation (C) or down-regulation (D).

Cluster 2
1681 members

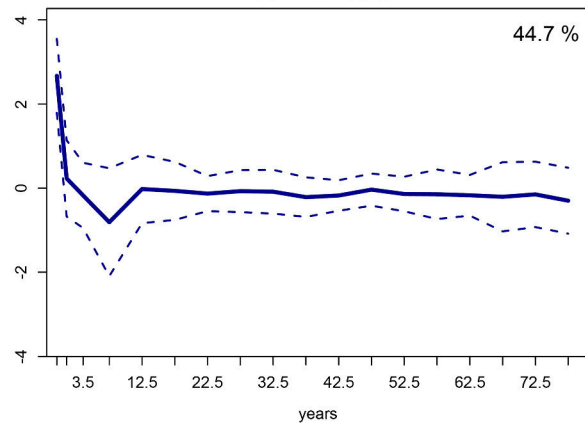

Cluster 3
1065 members

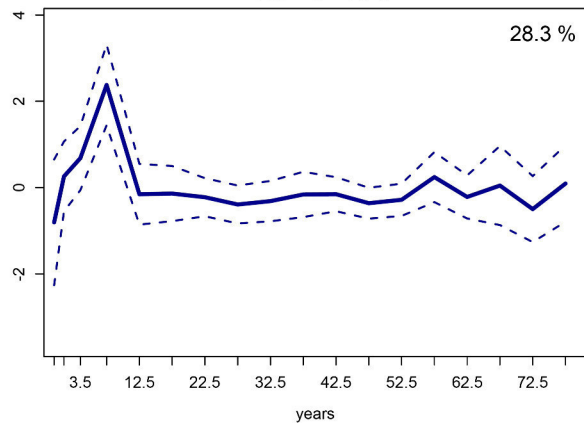

Cluster 1
1015 members

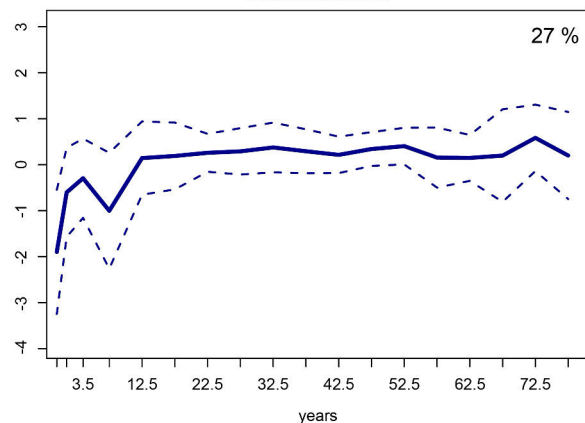

Cluster validation index (CVI)

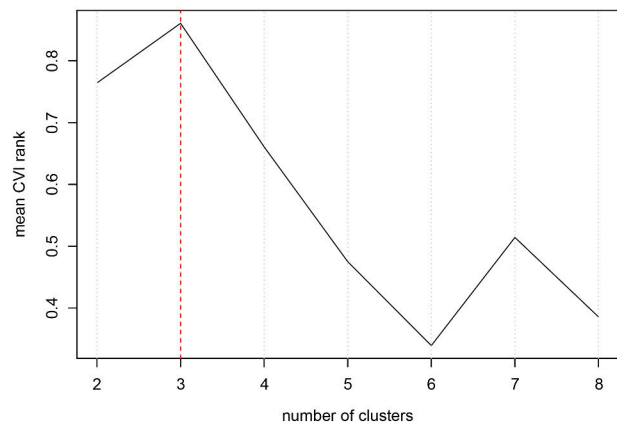

Figure S7 Clustering of human orthologs of *N. furzeri* DEGs. FCM Clustering of public expression data from braincloud (<http://braincloud.jhmi.edu/>). Samples were grouped in the following way: prenatal life, 1 year, 3.5 years, 7.5 years and in 5-years bins after that age. Each individual gene expression profile was centered to mean and scaled to variance. The solid line represents the mean value of the cluster and the dashed lines 95% confidence intervals. For each cluster, the percentage of genes assigned to it is reported. Clusters are ordered according total number of members. The optimal number of clusters was decided by the vote of different indices as described in Guthke et al., 2006. The cluster validation index is reported in lower right graph.

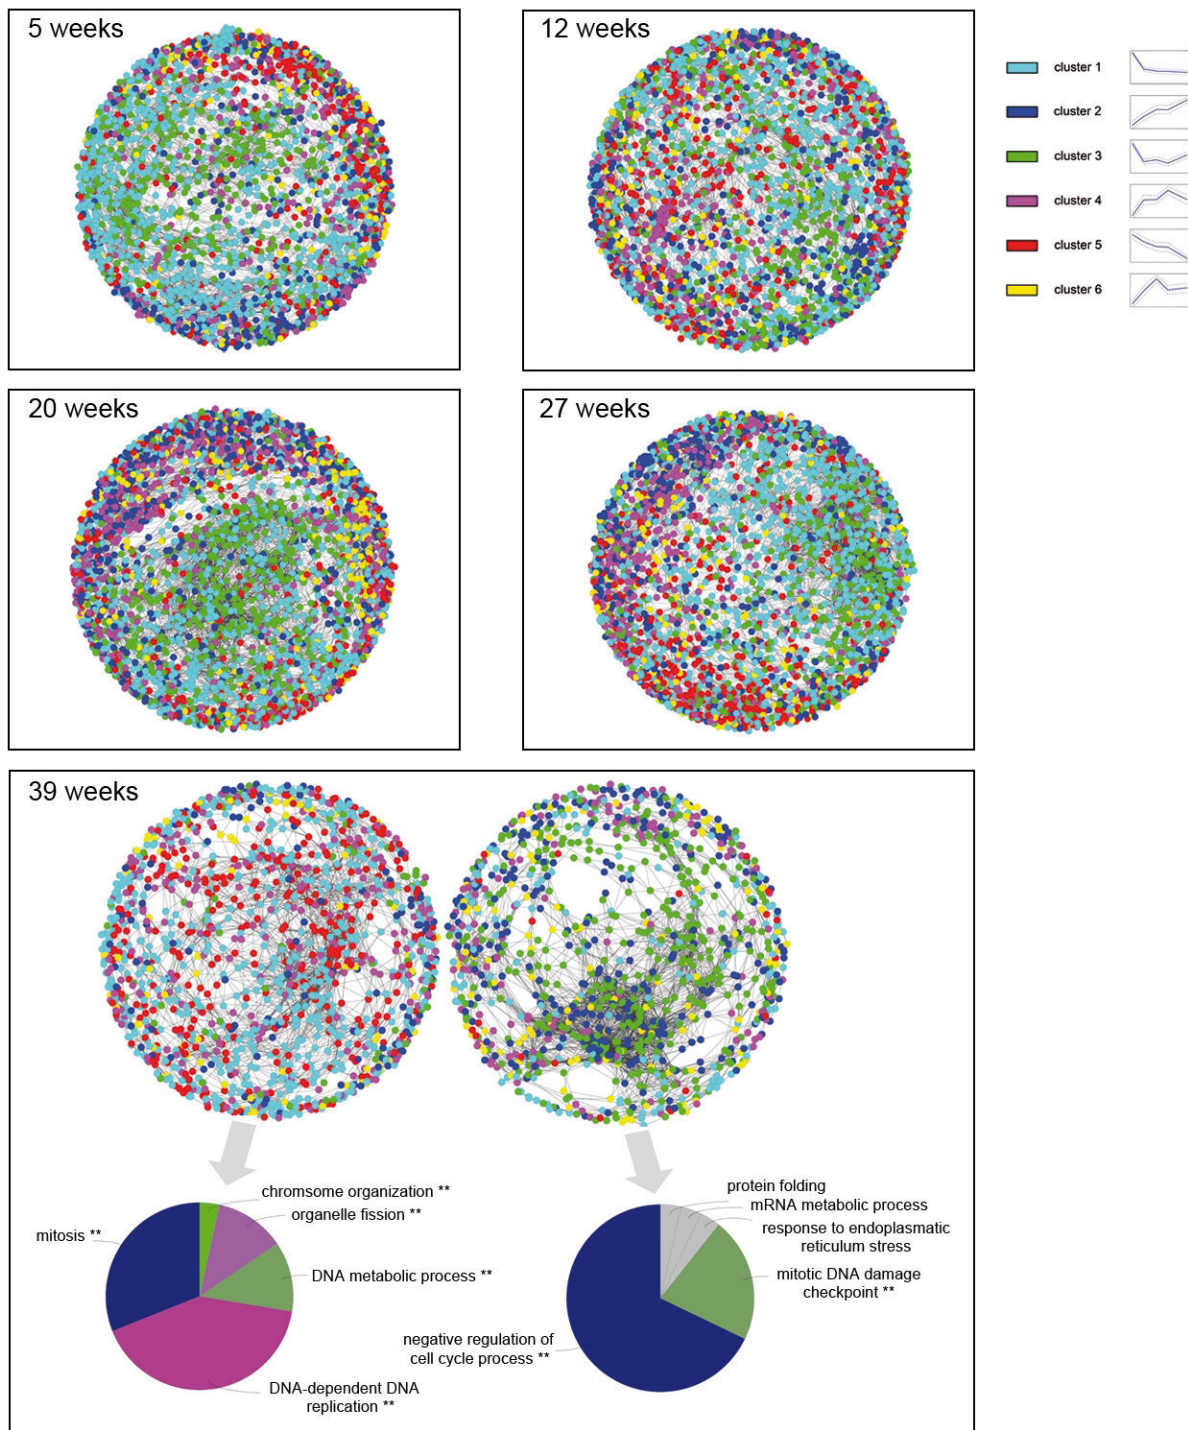

Figure S8 Correlation-based network of DEGs as a function of age calculated in Cytoscape. In the top row are shown clusters of the genes connected by Pearson's correlation ≥ 0.99 at ages 5 (left) and 12 weeks (right), spring-embedded layout. FCM cluster membership is color-coded (upper right). Middle row, correlation-based networks at age 20 (left) and 27 weeks (right), settings as for 5 weeks. In 39 weeks genes separate in two clusters. Bottom row, GO categories (Biological Process) that are specific for the left and the right network at 39 weeks computed using ClueGO. The dimension of the wedges is proportional to the number of clustered terms. Grey wedges indicate individual terms that could not be clustered.

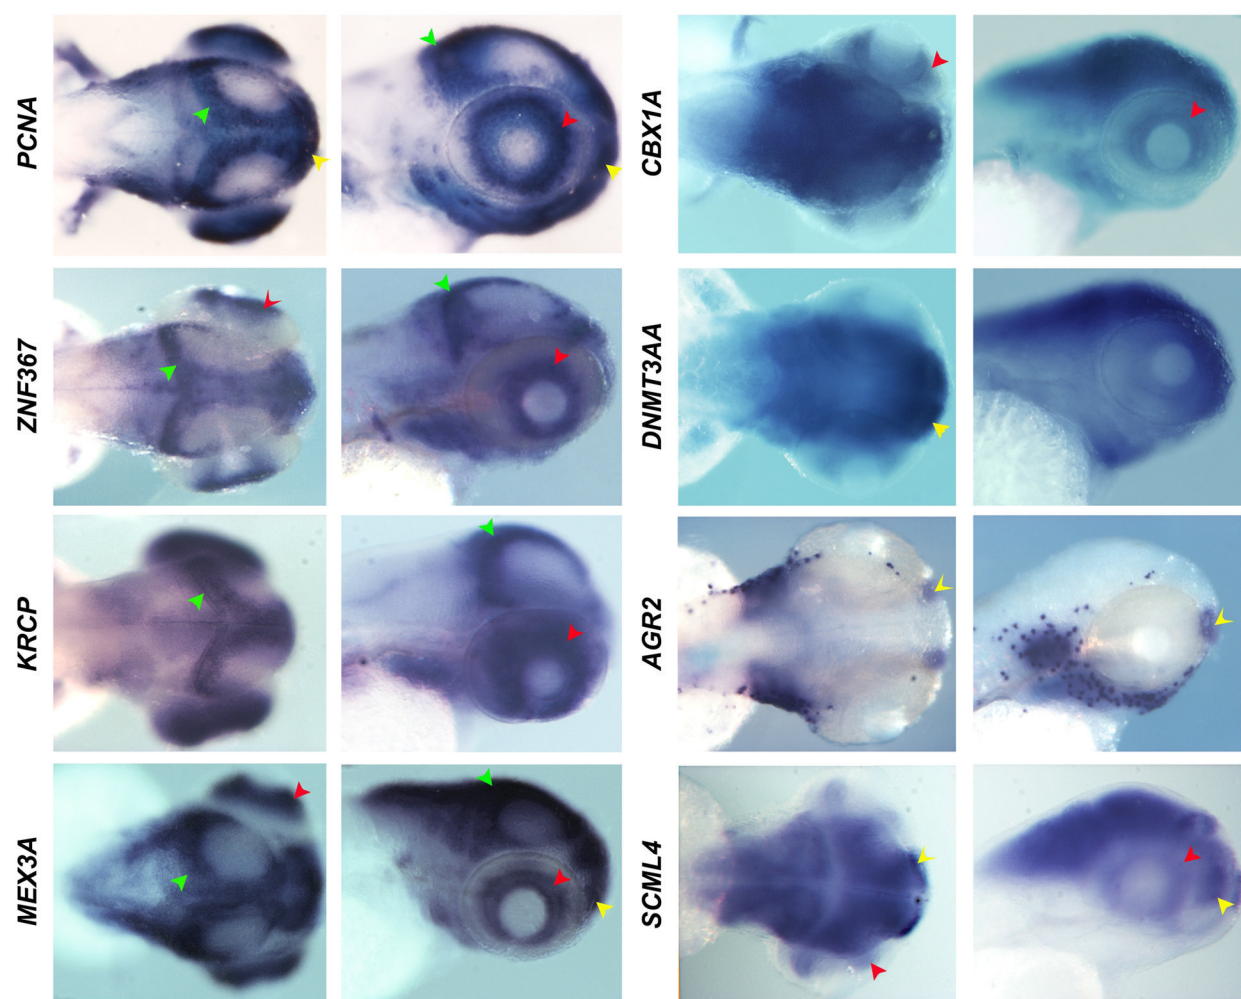

Figure S9 Dorsal and lateral view of 72hpf zebrafish embryos processed by *in situ* hybridization. *PCNA* (Proliferating Cell Nuclear Antigen) riboprobe has been used to visualize proliferative region of the zebrafish larval brain as indicated by the arrowheads. It is possible to compare the *PCNA* expression pattern with that of the mRNAs of the following cluster 1 DEGs: *ZNF367*, *KRCP*, *MEX3A*, *CBX1A*, *DNMT3AA*, *AGR2*, and *SCML4*. Arrowheads point to neurogenic brain regions: red arrowhead, ciliary marginal zone of the embryonic retina; green arrowhead, proliferative niche in the optic tectum; yellow arrowhead, olfactory neuroepithelium.

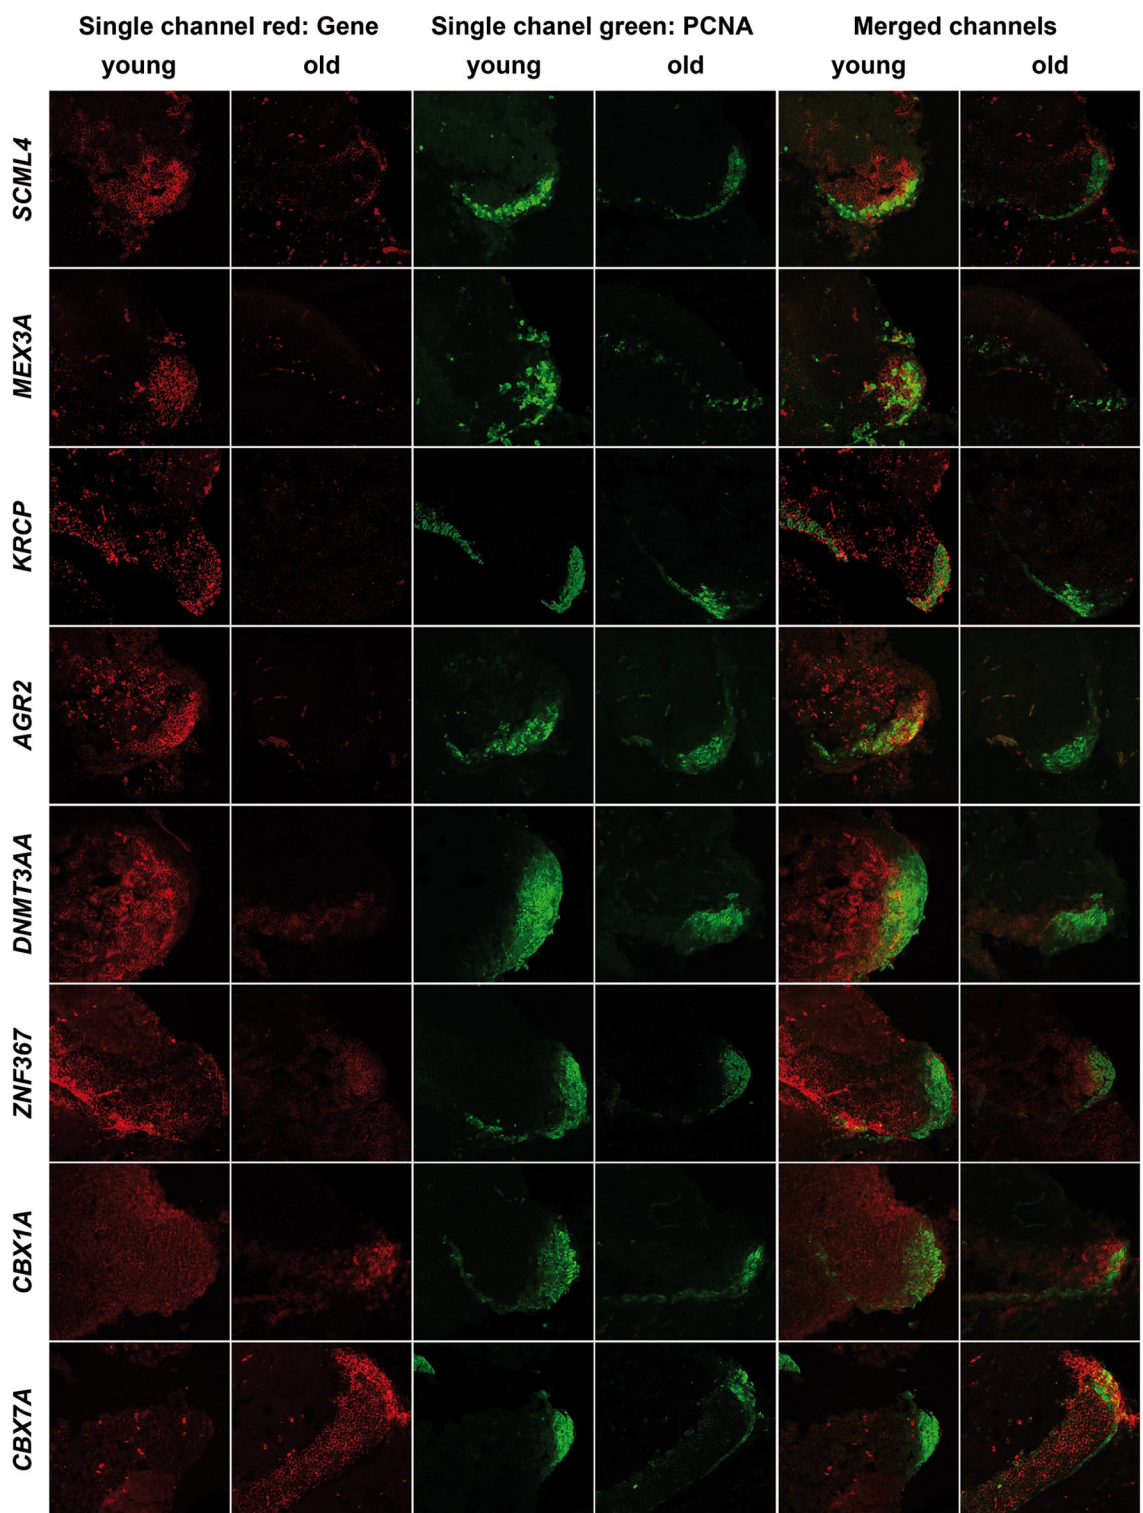

Figure S10 Double-labeling *in situ* hybridization (ISH) and immunohistochemistry (IHC) in *N. furzeri* on the posterior margin of the optic tectum (OTp) for the following genes: *SCML4*, *MEX3A*, *KRCP*, *AGR2*, *DNMT3AA*, *ZNF367*, *CBX1A*, and *CBX7A* – ISH signal was revealed using fluorescent Fast Red and is shown in red, PCNA IHC is visualized in green to localize the proliferative niche of the OTp. Red and green channels are represented separately in columns 1 and 2, 3 and 4, respectively, and merged in columns 5, 6. Columns 1, 3, 5 show the genes expression in the OTp of 6 weeks old animals; Columns 2, 4, 6 show the genes expression in the OTp of 25 weeks old animals. Images are representative of three replicates.

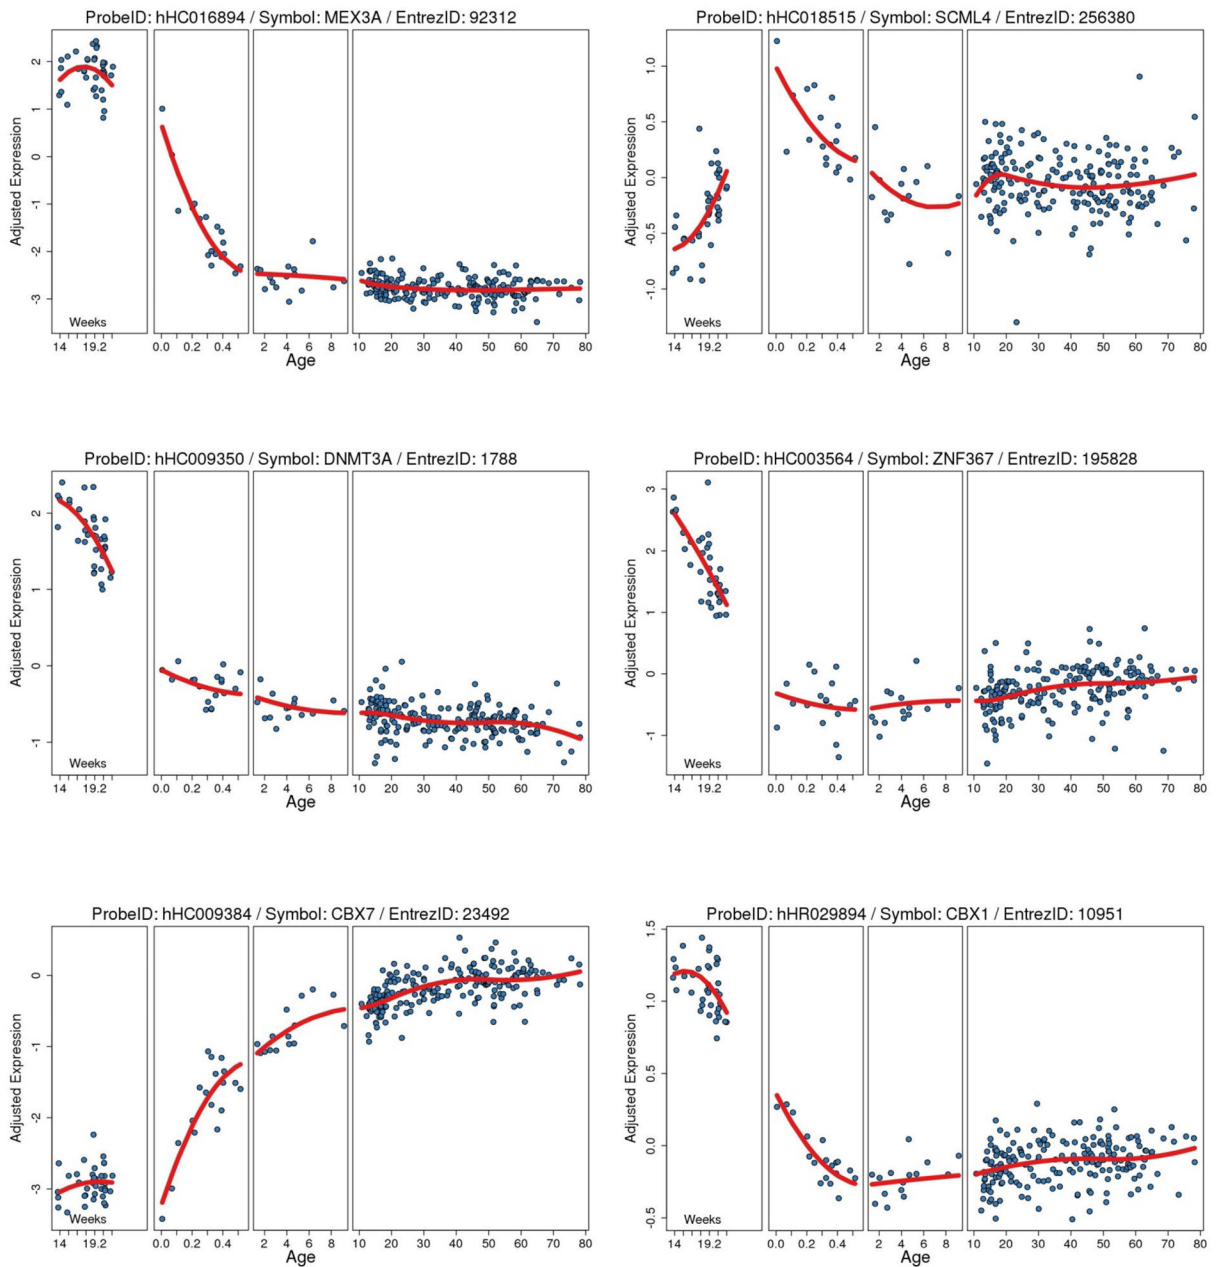

Figure S11 Expression profiles in human prefrontal cortex from 14 weeks gestation time to 100 years were downloaded from braincloud (<http://braincloud.jhmi.edu/>). Dark points represent individuals and the red line depicts the interpolation of the individual data

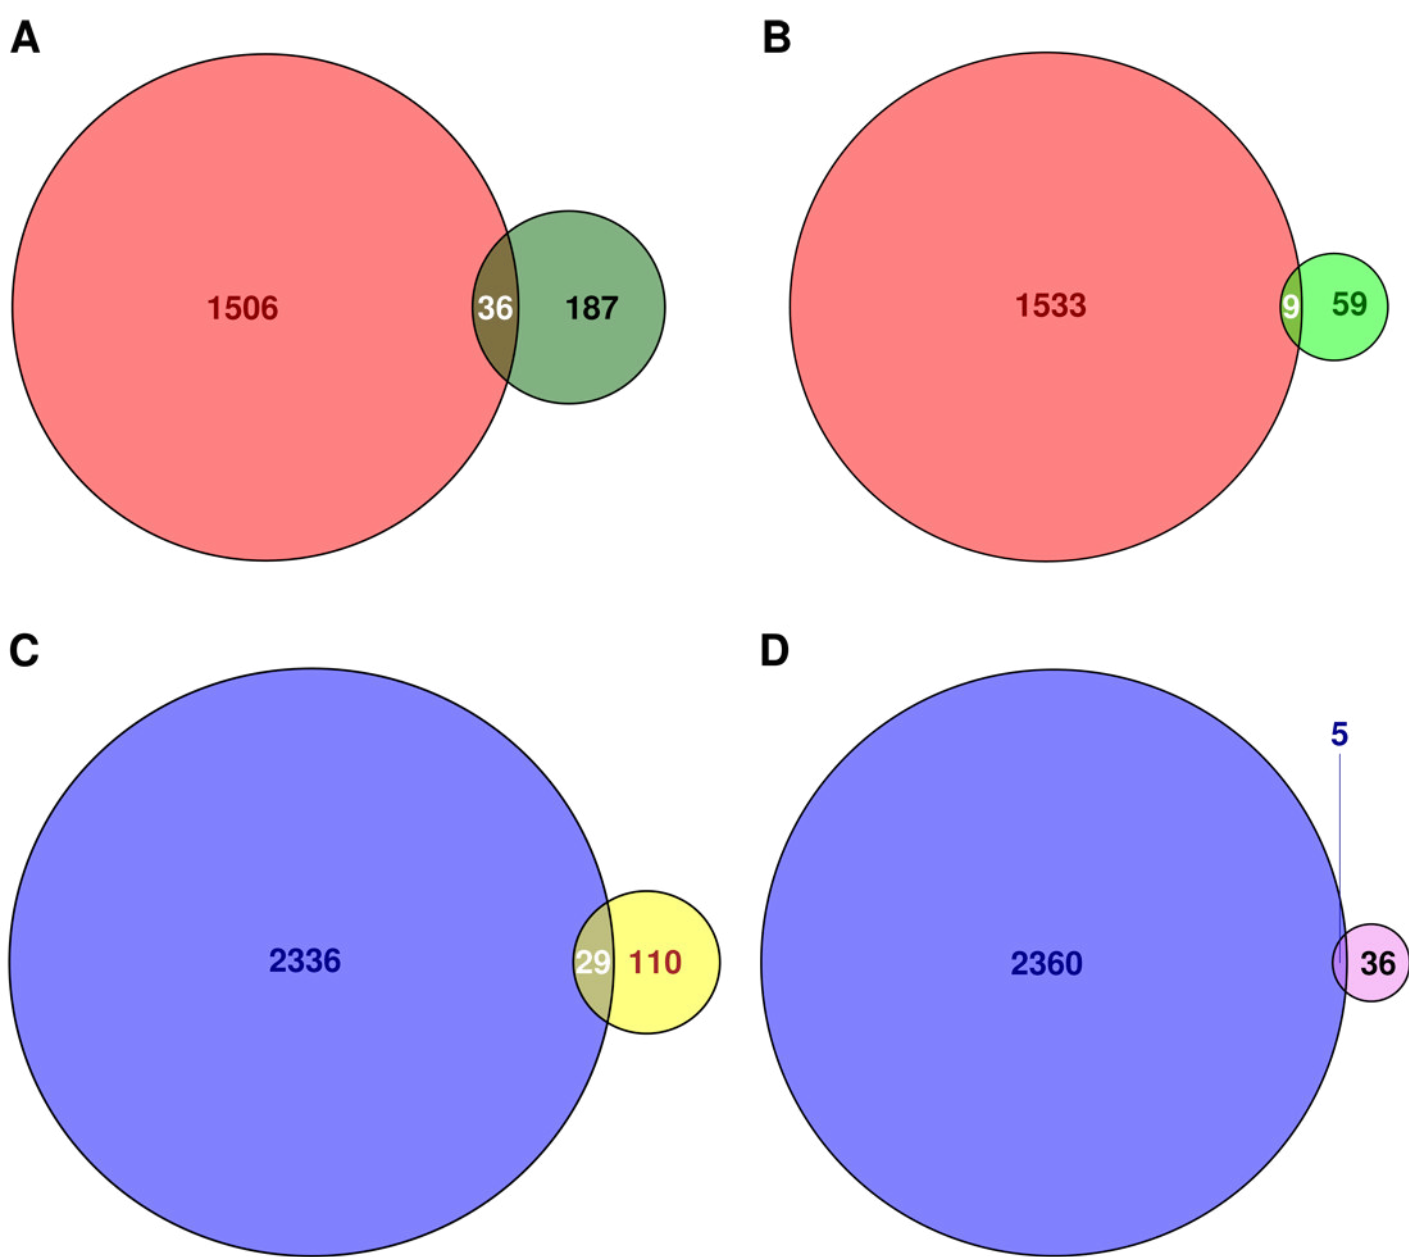

Figure S12 Intersection of DEG found in this study and in meta-analysis study (de Magalhães et al, 2009). (A, B) Up-regulated DEG (Cluster 2,4,6) vs. Table S3 and S5, respectively. (C, D) Down-regulated DEG (Cluster 1,3,5) vs. Table S4 and S6, respectively.

# Supplementary material for: RNA-seq of the aging brain in the short-lived fish N. furzeri – conserved pathways and novel genes associated with neurogenesis
**Source:** Aging Cell. 2014 Jul 25;13(6):965–74. doi: 10.1111/acel.12257
**Supplement:** Table S2 — List of genes analyzed by qPCR.

Table S2 List of genes analyzed by qPCR.

| **Gene** | ***N. furzeri* cDNA** | **Sequence** | |
| --- | --- | --- | --- |
| *AGR2* | Nofu_GRZ_cDNA_3_0070469 | F: TGAGGAGGCTCTCTTCTGG | R: CGTGGAACATACTGTCCATCTG |
| *CBX7* | Nofu_GRZ_cDNA_3_0008423 | F: AGAAAGGTCTCAGGCCCAG | R: ACAGCTGTTCAACGTCTGTG |
| *CCNB1* | Nofu_GRZ_cDNA_3_0209004 | F: CCTTGAAGGTCCTGGAAGCA | R: TGTGCCCCATAACAGGAATCA |
| *CDKN1A* | Nofu_GRZ_cDNA_3_0180519 | F: AGAAGCGAACTGCACCTGAT | R: GCAGTCCGGTACTCCATCTG |
| *CDKN2D* | Nofu_GRZ_cDNA_3_0049631 | F: GCAGCAGCTAAAGGGAACAC | R: AGCTCCTTTTTCCAACAGCA |
| *COL1A2* | Nofu_GRZ_cDNA_3_0003083 | F: TCTGGTTCGGAGAGACCATC | R: CGCTGTTCTTGCAGTGGTAG |
| *COL10A1* | Nofu_GRZ_cDNA_3_0002120 | F: CCACTGGAAAGGGGTATGTG | R: GGCAGACCAATTCCATTCTC |
| *DNMT3Aa* | Nofu_GRZ_cDNA_3_0011890 | F: GACGACTGGCCAATCAGACT | R: CGGTTTCCTCTTCTCTGCTG |
| *EEF1B2* | Nofu_GRZ_cDNA_3_0054203 | F: CTGGCCTCAAAGTGCTGAAC | R: GGCTGACAGCACATCAAAGA |
| *IGFBP1A* | Nofu_GRZ_cDNA_3_0029716 | F: AGGAGAGCATGAAAGCCAAA | R: AGGTCGGAGGAGCCTAAAAG |
| *KIAA0101* | Nofu_GRZ_cDNA_3_0200960 | F: ACGTTGCCAGGATGGTAAGA | R: GACGTGTTGGAGGAACCAGT |
| *KRCP* | Nofu_GRZ_cDNA_3_0016363 | F: CACTCTGGAGGGAGGAAACA | R: CCTCCTGATCTGCTGATCG |
| *MEX3A* | Nofu_GRZ_cDNA_3_0010775 | F: CTGCAAGGGAAGAGCAAGTT | R: CCTCGTACCGGAGTTTTGAT |
| *PVALB4* | Nofu_GRZ_cDNA_3_0054916 | F: GTGGCTTCATTGAGGAGGAG | R: TCTTGCCATCACCATCAGAG |
| *RELA* | Nofu_GRZ_cDNA_3_0066749 | F: TACAAGTGTGAGGGCCGTTC | R: TGTCACCAGAGAGATGCGAA |
| *SCML4* | Nofu_GRZ_cDNA_3_0005059 | F: GGAGGAAACACAACGCAGAG | R: CCGTCTGACTGGGGATAAAA |
| *TERT* | Nofu_GRZ_cDNA_3_0195214 | F: GTGGATGTGAGCAGTGCCTA | R: CAGGAAATCCGCCTGTCTAA |
| *TP53* | Nofu_GRZ_cDNA_3_0066717 | F: TCAGAGCCACAGCGGTTTAT | R: AACGCGGATCAAATGACTTT |
| *ZNF367* | Nofu_GRZ_cDNA_3_0177522 | F: CTCCTACCGGGACTCAGACA | R: AGGACGTTTCTCCCTCGTTT |
| *ZNF395b* | Nofu_GRZ_cDNA_3_0176905 | F: CCACTCGGAGCATCTCTATCA | R: TGAGAGTTGTTGTGGCTGGA |
| *TBP* | Nofu_GRZ_cDNA_3_0013286 | F: CGGTTGGAGGGTTTAGTCCT | R: GCAAGACGATTCTGGGTTTG |

The cDNA number refers to the *N. furzeri* transcriptome browser (https://gen100.imb-jena.de/EST2UNI/nfintb/)

# Supplementary material for: RNA-seq of the aging brain in the short-lived fish N. furzeri – conserved pathways and novel genes associated with neurogenesis
**Source:** Aging Cell. 2014 Jul 25;13(6):965–74. doi: 10.1111/acel.12257
**Supplement:** Table S5 — List of down-regulated genes related to morphogen pathways.

Table S5 List of genes in Cluster 1 with high-quality in situ hybridization in ZFIN.

Yes means that the genes is generically expressed in the developing nervous system, NSC indicates exression restricted to the neurogenic niches.

# Supplementary material for: RNA-seq of the aging brain in the short-lived fish N. furzeri – conserved pathways and novel genes associated with neurogenesis
**Source:** Aging Cell. 2014 Jul 25;13(6):965–74. doi: 10.1111/acel.12257
**Supplement:** Table S6 — Genes of cluster 1 with expression present in ZFIN.

Table S6 List of primers for qPCR.

| **Gene** | ***N. furzeri* cDNA** | **Sequence** | |
| --- | --- | --- | --- |
| *AGR2* | Nofu_GRZ_cDNA_3_0070469 | F: TGAGGAGGCTCTCTTCTGG | R: CGTGGAACATACTGTCCATCTG |
| *CBX7* | Nofu_GRZ_cDNA_3_0008423 | F: AGAAAGGTCTCAGGCCCAG | R: ACAGCTGTTCAACGTCTGTG |
| *CCNB1* | Nofu_GRZ_cDNA_3_0209004 | F: CCTTGAAGGTCCTGGAAGCA | R: TGTGCCCCATAACAGGAATCA |
| *CDKN1A* | Nofu_GRZ_cDNA_3_0180519 | F: AGAAGCGAACTGCACCTGAT | R: GCAGTCCGGTACTCCATCTG |
| *CDKN2D* | Nofu_GRZ_cDNA_3_0049631 | F: GCAGCAGCTAAAGGGAACAC | R: AGCTCCTTTTTCCAACAGCA |
| *COL1A2* | Nofu_GRZ_cDNA_3_0003083 | F: TCTGGTTCGGAGAGACCATC | R: CGCTGTTCTTGCAGTGGTAG |
| *COL10A1* | Nofu_GRZ_cDNA_3_0002120 | F: CCACTGGAAAGGGGTATGTG | R: GGCAGACCAATTCCATTCTC |
| *DNMT3Aa* | Nofu_GRZ_cDNA_3_0011890 | F: GACGACTGGCCAATCAGACT | R: CGGTTTCCTCTTCTCTGCTG |
| *EEF1B2* | Nofu_GRZ_cDNA_3_0054203 | F: CTGGCCTCAAAGTGCTGAAC | R: GGCTGACAGCACATCAAAGA |
| *IGFBP1A* | Nofu_GRZ_cDNA_3_0029716 | F: AGGAGAGCATGAAAGCCAAA | R: AGGTCGGAGGAGCCTAAAAG |
| *KIAA0101* | Nofu_GRZ_cDNA_3_0200960 | F: ACGTTGCCAGGATGGTAAGA | R: GACGTGTTGGAGGAACCAGT |
| *KRCP* | Nofu_GRZ_cDNA_3_0016363 | F: CACTCTGGAGGGAGGAAACA | R: CCTCCTGATCTGCTGATCG |
| *MEX3A* | Nofu_GRZ_cDNA_3_0010775 | F: CTGCAAGGGAAGAGCAAGTT | R: CCTCGTACCGGAGTTTTGAT |
| *PVALB4* | Nofu_GRZ_cDNA_3_0054916 | F: GTGGCTTCATTGAGGAGGAG | R: TCTTGCCATCACCATCAGAG |
| *RELA* | Nofu_GRZ_cDNA_3_0066749 | F: TACAAGTGTGAGGGCCGTTC | R: TGTCACCAGAGAGATGCGAA |
| *SCML4* | Nofu_GRZ_cDNA_3_0005059 | F: GGAGGAAACACAACGCAGAG | R: CCGTCTGACTGGGGATAAAA |
| *TERT* | Nofu_GRZ_cDNA_3_0195214 | F: GTGGATGTGAGCAGTGCCTA | R: CAGGAAATCCGCCTGTCTAA |
| *TP53* | Nofu_GRZ_cDNA_3_0066717 | F: TCAGAGCCACAGCGGTTTAT | R: AACGCGGATCAAATGACTTT |
| *ZNF367* | Nofu_GRZ_cDNA_3_0177522 | F: CTCCTACCGGGACTCAGACA | R: AGGACGTTTCTCCCTCGTTT |
| *ZNF395b* | Nofu_GRZ_cDNA_3_0176905 | F: CCACTCGGAGCATCTCTATCA | R: TGAGAGTTGTTGTGGCTGGA |
| *TBP* | Nofu_GRZ_cDNA_3_0013286 | F: CGGTTGGAGGGTTTAGTCCT | R: GCAAGACGATTCTGGGTTTG |

The accession number refers to the N. furzeri transcriptome browser (https://gen100.imb-jena.de/EST2UNI/nfintb/)

# Supplementary material for: RNA-seq of the aging brain in the short-lived fish N. furzeri – conserved pathways and novel genes associated with neurogenesis
**Source:** Aging Cell. 2014 Jul 25;13(6):965–74. doi: 10.1111/acel.12257
**Supplement:** Table S7 — Primers used to generate zebra fish ISH probes.

Table S7 sequences of primers and probes for *in situ* hybridization.

| **gene** | **Probe and primers** |
| --- | --- |
| ***ZNF-367***  ID: [**Nofu_GRZ_cDNA_3_0177522**](https://gen100.imb-jena.de/EST2UNI/nfintb/sequence.php?seq_name=Nofu_GRZ_cDNA_3_0177522) | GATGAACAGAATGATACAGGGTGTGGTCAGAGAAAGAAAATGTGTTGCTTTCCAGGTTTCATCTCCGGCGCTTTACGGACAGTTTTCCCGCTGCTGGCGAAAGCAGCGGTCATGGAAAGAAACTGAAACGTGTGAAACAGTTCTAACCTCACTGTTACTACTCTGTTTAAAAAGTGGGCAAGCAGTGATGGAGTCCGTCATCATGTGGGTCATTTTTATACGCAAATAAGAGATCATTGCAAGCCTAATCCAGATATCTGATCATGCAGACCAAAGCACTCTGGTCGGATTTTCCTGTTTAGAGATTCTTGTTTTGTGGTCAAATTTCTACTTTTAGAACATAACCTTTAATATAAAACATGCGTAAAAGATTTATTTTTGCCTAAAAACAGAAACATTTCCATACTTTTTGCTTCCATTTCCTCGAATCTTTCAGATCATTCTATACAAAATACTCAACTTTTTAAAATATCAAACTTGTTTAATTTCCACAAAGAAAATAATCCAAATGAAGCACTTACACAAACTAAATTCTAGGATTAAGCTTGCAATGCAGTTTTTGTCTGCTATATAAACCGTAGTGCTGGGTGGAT  F: TAAGATGAACAGAATGATACAGG  T7- R:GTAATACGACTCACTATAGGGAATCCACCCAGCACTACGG |
| ***AGR-2***  ID: Nofu_GRZ_cDNA_3_0070469 | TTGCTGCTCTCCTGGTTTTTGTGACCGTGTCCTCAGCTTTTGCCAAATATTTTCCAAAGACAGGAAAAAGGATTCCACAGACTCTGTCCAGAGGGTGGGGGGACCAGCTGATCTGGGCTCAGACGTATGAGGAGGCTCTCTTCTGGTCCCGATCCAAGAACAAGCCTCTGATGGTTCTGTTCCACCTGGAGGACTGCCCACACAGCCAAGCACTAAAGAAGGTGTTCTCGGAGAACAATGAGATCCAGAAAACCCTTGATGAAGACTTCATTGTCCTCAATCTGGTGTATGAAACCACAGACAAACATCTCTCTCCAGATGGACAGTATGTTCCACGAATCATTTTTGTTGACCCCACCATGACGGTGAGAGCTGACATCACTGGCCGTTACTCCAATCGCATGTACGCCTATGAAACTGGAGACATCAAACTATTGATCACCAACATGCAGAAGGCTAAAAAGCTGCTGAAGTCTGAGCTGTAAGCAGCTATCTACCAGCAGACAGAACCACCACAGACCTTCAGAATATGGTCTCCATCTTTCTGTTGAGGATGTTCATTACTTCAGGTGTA  F: TTGCTGCTCTCCTGGTTTTTG  T7-R: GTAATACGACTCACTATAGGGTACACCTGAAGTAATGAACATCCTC |
| ***SCML4***  ID: Nofu_GRZ_cDNA_3_0005059 | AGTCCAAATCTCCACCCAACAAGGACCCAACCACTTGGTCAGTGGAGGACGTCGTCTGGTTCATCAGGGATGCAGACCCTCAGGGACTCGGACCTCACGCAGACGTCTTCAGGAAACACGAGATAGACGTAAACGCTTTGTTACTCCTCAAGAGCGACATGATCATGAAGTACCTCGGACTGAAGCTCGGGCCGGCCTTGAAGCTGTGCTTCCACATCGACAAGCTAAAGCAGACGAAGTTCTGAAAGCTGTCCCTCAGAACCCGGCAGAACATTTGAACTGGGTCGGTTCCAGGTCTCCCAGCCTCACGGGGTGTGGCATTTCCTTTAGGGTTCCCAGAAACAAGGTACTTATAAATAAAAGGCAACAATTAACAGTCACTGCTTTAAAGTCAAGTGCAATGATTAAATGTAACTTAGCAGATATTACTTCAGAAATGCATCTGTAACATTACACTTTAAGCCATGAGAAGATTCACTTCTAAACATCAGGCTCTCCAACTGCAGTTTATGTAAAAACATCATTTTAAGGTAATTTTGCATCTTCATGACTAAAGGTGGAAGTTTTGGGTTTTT  F: GAGTCCAAATCTCCACCCAAC  T7-R: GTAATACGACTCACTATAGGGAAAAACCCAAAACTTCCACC |
| ***KRCP***  ID: Nofu_GRZ_cDNA_3_0016363 | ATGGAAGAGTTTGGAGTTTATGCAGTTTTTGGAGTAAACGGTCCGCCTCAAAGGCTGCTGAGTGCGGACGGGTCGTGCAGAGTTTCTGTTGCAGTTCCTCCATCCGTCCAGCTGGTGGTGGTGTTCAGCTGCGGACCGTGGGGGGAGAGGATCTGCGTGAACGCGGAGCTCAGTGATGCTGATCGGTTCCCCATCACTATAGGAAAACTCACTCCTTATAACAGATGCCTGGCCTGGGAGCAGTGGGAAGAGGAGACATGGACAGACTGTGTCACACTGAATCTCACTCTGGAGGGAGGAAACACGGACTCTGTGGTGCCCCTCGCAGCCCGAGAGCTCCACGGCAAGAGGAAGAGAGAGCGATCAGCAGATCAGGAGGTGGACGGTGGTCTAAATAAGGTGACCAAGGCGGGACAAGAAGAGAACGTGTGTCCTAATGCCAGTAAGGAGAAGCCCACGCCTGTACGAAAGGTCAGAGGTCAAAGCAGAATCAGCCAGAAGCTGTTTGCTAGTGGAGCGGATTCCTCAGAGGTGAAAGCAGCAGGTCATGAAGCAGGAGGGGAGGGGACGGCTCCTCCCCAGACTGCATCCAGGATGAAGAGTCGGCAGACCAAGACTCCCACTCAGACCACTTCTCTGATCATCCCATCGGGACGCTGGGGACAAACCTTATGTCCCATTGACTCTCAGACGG  F: ATGGAAGAGTTTGGAGTTTATG  T7-R: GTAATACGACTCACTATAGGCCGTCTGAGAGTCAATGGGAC |
| ***CBX-7a***  id: Nofu_GRZ_cDNA_3_0008423 | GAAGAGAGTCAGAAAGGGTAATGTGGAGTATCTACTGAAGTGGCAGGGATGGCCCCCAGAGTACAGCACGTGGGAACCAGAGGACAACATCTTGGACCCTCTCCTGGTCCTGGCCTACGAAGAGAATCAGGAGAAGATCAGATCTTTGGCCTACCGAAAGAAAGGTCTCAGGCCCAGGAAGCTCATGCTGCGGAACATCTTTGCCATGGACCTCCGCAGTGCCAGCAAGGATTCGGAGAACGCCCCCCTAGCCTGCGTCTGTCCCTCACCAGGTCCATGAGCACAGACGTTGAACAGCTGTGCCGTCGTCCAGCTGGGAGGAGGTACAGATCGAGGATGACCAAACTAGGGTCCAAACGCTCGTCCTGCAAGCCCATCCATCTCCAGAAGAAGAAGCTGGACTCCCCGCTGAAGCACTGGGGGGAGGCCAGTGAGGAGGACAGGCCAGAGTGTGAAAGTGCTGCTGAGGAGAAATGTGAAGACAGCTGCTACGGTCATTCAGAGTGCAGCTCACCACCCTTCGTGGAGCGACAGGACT  F: GAAGAGAGTCAGAAAGGGTAA  T7-R: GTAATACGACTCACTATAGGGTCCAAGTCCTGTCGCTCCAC |
| ***Mex-3a***  id: Nofu_GRZ_cDNA_3_0161794 | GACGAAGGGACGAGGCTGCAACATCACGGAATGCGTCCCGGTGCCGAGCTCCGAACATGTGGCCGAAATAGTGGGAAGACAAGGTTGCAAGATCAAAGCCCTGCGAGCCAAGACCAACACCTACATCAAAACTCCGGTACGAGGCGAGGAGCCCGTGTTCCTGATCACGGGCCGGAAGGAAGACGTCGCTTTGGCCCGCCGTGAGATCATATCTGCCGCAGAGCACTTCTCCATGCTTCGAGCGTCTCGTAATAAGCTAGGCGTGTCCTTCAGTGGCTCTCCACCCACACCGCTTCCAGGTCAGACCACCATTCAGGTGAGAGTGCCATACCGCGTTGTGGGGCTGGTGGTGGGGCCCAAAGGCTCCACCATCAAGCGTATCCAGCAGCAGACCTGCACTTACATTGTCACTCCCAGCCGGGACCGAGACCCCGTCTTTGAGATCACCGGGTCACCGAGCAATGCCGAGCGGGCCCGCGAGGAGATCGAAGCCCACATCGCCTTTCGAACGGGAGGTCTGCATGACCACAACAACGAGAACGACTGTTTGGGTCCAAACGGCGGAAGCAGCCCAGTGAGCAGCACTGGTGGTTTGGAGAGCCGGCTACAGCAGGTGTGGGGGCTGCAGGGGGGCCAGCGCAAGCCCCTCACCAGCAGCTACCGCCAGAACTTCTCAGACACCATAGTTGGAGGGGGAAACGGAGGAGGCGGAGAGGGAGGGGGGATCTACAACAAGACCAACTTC  F: GACGAAGGGACGAGGCTG  t7-R: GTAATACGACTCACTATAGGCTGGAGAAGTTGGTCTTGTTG |

# Supplementary material for: RNA-seq of the aging brain in the short-lived fish N. furzeri – conserved pathways and novel genes associated with neurogenesis
**Source:** Aging Cell. 2014 Jul 25;13(6):965–74. doi: 10.1111/acel.12257
**Supplement:** Table S8 — Primers and sequences used to generate N. furzeri ISH probes.

Table S8 Primers and sequences used to generate *N. furzeri* ISH probes

| gene | Probe and primers |
| --- | --- |
| *ZNF367*  ID: [Nofu_GRZ_cDNA_3_0177522](https://gen100.imb-jena.de/EST2UNI/nfintb/sequence.php?seq_name=Nofu_GRZ_cDNA_3_0177522) | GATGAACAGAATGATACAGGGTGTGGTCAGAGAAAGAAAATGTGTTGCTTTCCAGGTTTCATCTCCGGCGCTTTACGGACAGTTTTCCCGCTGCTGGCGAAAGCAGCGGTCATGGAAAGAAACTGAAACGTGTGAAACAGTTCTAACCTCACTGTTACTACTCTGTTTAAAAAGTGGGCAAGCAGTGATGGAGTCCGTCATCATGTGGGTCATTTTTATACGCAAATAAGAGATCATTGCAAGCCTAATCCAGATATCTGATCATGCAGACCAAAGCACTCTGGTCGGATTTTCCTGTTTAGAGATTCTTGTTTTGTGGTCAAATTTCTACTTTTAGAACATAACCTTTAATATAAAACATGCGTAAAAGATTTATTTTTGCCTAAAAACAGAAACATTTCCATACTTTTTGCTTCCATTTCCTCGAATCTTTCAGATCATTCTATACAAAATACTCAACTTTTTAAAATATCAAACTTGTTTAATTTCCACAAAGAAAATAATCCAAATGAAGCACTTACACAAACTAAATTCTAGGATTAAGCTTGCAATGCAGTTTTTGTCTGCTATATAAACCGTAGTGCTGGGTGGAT  F: TAAGATGAACAGAATGATACAGG  T7- R:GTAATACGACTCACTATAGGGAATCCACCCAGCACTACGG |
| *AGR2*  ID: Nofu_GRZ_cDNA_3_0070469 | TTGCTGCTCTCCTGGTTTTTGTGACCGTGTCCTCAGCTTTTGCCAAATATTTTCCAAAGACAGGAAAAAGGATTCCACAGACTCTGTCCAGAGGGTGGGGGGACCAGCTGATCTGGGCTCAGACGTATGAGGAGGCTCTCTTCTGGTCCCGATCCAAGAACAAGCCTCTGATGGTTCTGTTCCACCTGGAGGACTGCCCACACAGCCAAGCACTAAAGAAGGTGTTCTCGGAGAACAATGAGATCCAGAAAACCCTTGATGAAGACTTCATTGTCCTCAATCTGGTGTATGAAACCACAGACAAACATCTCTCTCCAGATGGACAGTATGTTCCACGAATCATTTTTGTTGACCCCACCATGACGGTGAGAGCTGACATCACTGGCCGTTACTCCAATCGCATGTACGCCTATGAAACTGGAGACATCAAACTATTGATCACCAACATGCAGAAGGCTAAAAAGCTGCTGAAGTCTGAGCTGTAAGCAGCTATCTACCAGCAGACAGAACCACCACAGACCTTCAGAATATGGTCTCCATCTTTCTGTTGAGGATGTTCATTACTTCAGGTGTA  F: TTGCTGCTCTCCTGGTTTTTG  T7-R: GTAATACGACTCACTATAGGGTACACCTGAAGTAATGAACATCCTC |
| *SCML4*  ID: Nofu_GRZ_cDNA_3_0005059 | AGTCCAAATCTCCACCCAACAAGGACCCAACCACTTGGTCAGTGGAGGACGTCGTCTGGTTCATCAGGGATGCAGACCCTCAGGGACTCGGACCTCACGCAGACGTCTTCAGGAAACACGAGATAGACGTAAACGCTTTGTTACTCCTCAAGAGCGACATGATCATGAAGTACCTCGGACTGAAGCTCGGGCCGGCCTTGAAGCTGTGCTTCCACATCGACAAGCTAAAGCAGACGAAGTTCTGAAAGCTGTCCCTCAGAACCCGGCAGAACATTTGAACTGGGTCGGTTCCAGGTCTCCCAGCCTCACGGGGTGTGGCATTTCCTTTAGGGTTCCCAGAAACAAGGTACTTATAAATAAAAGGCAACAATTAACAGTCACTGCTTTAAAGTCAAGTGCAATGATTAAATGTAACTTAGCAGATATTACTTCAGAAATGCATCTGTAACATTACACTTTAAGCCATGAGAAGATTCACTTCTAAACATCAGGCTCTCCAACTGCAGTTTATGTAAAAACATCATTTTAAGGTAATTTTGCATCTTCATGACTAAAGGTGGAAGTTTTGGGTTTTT  F: GAGTCCAAATCTCCACCCAAC  T7-R: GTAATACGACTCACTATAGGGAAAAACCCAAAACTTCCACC |
| *KRCP*  ID: Nofu_GRZ_cDNA_3_0016363 | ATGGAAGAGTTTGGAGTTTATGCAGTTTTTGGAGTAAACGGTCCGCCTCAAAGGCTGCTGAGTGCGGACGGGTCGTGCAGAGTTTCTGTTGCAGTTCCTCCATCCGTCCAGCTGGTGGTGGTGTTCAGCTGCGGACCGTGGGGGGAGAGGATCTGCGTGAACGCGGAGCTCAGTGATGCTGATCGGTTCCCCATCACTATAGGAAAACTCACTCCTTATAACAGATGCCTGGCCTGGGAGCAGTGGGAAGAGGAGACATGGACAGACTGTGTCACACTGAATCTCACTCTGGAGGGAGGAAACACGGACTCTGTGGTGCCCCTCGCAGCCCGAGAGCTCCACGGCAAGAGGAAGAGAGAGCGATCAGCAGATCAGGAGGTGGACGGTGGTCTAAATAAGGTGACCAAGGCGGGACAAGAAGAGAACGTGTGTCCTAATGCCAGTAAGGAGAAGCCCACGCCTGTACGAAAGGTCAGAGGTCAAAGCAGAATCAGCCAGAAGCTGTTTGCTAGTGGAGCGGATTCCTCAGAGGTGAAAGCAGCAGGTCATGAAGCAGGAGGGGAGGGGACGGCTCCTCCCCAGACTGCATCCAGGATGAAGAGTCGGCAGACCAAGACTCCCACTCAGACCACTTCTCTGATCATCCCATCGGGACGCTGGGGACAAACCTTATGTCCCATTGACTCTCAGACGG  F: ATGGAAGAGTTTGGAGTTTATG  T7-R: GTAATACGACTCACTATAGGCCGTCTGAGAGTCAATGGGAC |
| *CBX7A*  id: Nofu_GRZ_cDNA_3_0008423 | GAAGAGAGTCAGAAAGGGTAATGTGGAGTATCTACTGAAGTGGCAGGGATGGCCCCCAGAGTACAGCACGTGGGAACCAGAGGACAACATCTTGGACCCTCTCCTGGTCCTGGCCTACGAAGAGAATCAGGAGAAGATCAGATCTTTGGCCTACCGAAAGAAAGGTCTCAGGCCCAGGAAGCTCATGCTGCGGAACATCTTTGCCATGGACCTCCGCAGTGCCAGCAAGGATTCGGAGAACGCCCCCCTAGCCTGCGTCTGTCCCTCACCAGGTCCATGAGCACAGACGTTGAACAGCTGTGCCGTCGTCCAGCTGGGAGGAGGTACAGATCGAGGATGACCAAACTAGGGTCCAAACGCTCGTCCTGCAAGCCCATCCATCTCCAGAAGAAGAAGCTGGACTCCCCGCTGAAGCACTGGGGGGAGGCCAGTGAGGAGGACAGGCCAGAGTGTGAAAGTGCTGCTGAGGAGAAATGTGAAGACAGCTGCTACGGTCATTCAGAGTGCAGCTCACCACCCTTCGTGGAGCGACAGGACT  F: GAAGAGAGTCAGAAAGGGTAA  T7-R: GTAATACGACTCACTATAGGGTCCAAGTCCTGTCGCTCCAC |
| *MEX3A*  id: Nofu_GRZ_cDNA_3_0161794 | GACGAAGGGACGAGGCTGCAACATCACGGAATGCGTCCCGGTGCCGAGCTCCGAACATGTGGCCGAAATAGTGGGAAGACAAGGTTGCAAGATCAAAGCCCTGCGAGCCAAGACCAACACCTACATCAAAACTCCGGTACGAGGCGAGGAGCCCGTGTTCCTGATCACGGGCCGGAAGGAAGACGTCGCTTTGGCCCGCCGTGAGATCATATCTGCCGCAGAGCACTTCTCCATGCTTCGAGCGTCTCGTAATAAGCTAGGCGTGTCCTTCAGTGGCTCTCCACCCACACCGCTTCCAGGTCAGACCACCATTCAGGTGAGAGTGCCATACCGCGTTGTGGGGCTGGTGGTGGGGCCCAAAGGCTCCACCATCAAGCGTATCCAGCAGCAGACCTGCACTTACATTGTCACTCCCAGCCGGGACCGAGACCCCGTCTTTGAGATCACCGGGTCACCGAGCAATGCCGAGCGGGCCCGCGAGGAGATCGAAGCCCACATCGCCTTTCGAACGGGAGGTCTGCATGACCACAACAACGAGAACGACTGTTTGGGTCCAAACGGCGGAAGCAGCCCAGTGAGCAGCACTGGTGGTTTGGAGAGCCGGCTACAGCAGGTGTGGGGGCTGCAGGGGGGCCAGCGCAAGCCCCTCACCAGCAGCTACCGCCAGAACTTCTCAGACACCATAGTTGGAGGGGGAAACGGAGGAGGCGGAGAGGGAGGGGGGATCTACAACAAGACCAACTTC  F: GACGAAGGGACGAGGCTG  t7-R: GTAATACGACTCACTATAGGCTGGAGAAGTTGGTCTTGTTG |

The cDNA number refers to the *N. furzeri* transcriptome browser (https://gen100.imb-jena.de/EST2UNI/nfintb/)

# Supplementary material for: RNA-seq of the aging brain in the short-lived fish N. furzeri – conserved pathways and novel genes associated with neurogenesis
**Source:** Aging Cell. 2014 Jul 25;13(6):965–74. doi: 10.1111/acel.12257

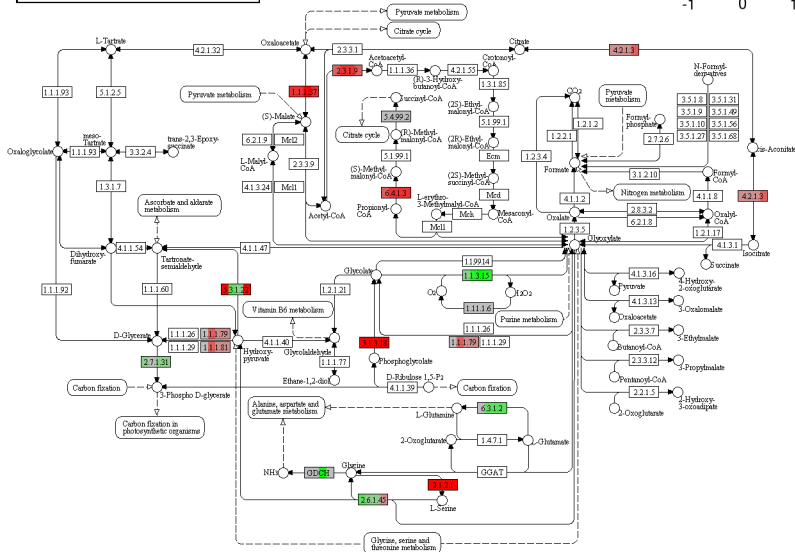

ONE CARBON POOL BY FOLATE

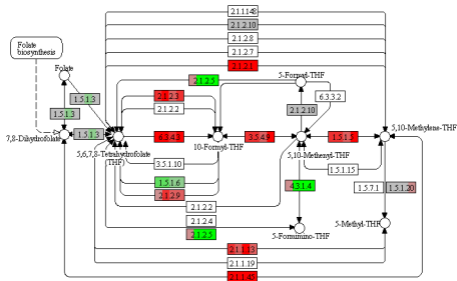

RIBOFLAVIN METABOLISM

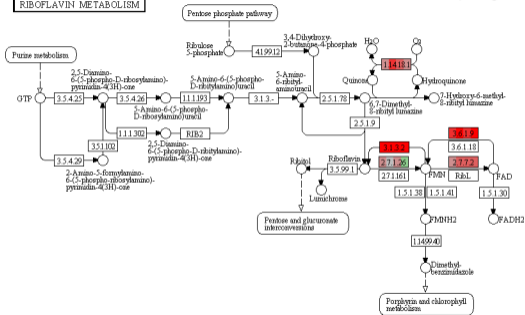

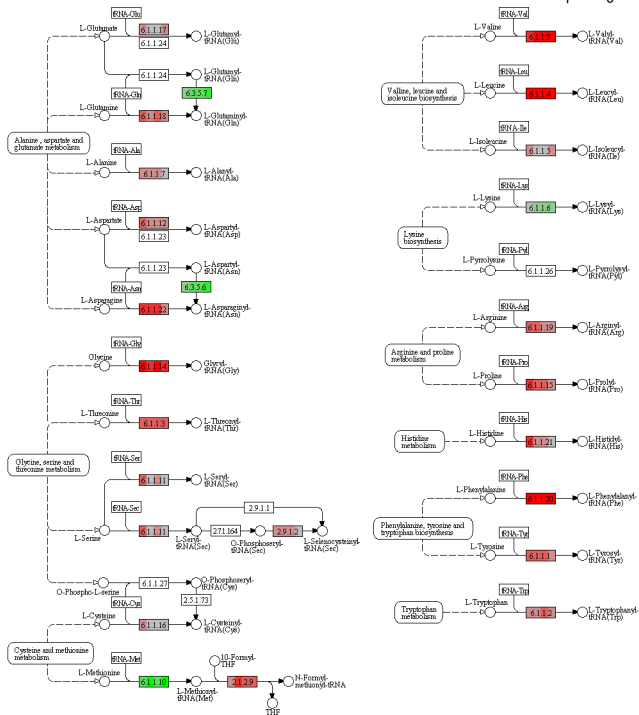

RIBOSOME

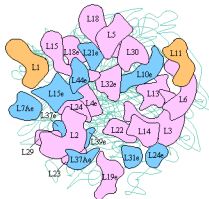

Larve subunit (Haloarcula marismortui)

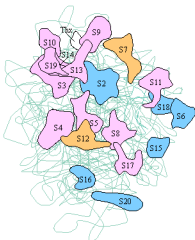Small subunit (*Thermus aquaticus*)

Ribosomal RNAs

Bacteria / Archaea	23S	5S		16S
Eukaryotes	28S	5S	5.8S	18S

Ribosomal proteins

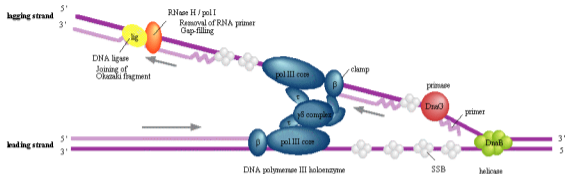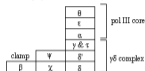

Diagram showing the proteins involved in the initiation of DNA replication: DnaB (helicase), DnaG (primase), and SSB (single-strand binding protein).

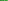
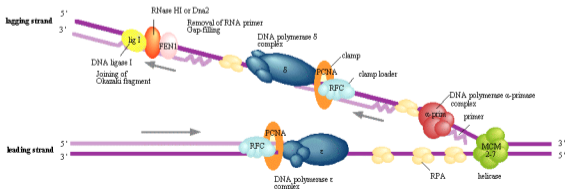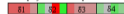helicase	RNaseH1		
Dna2	RNaseH2A	RNaseH2B	RNaseH2C

FenI   DNA ligase
LigI

SPLICEOSOME

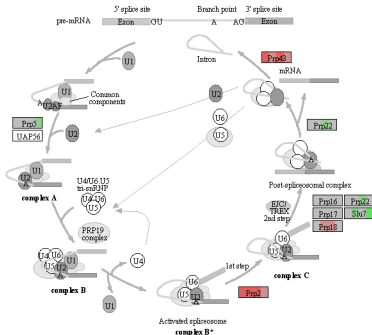

Spliceosome components

U1	U2	U4/U6	U5
U1aRNA	U2aRNA	U4aRNA	U5aRNA
Sm	Sm	Lsm	Sm
U1-70K	U2A'	Sm	San114
U1A	U2B'	Prp3	Btr2
U1C	SP3a	Prp4	Prp6
U1 related	SP3b	Prp5	Prp8
FBP11	U2 related	Cyp41	Prp8BP
S164	U2AF	Prp31	Prp28
p68	PUF60	Smn13	DIB1
CA150	SPF30	U4/U6 U5 tri-snRNP associated	
	SPF45	SnRNP27	
	CHERP	Sed1	
	SR140	Smn66	
	Prp43	Smn23	
		Prp38	
Prp19 complex	Prp19 related	EJC/TREX	Common components
Prp19	SKIP	ACINUS	CBP80
CDC5	Syc	eIF4A3	InRNP4
SPF27	Isv1	Y14	SR
PRL1	PP1L1	magoh	
AD002	CypE	UAP56	
CTNBL1		THOC	
HSP13	ODC12		
Complex B specific	RBM22		
NPW28	G10		
NPW388	AQR		

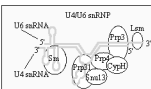

Data on KEGG graph
Rendered by Pathview

PROTEASOME

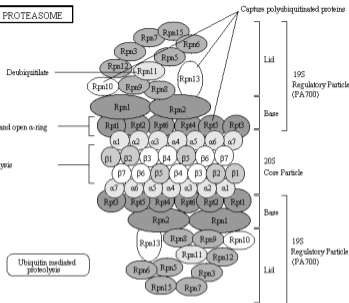

Regulatory Particles

PA700 (Lid)

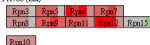

PA700 (Base)

PA200

PA200

Bacterial regulatory subunit (AAA ATPase forming ring-like complex)

ARC

Archaeal regulatory subunit (oligomeric complex)

PAN

Core Particles (20S proteasome)

Standard proteasome subunits

Immunoproteasome subunits

Thymoproteasome subunits

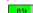

Prokaryotic 20S subunits

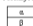

Formation of immunoproteasomes

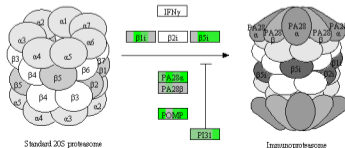

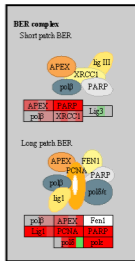

NUCLEOTIDE EXCISION REPAIR

Prokaryotic type

Global genome repair (GGR)

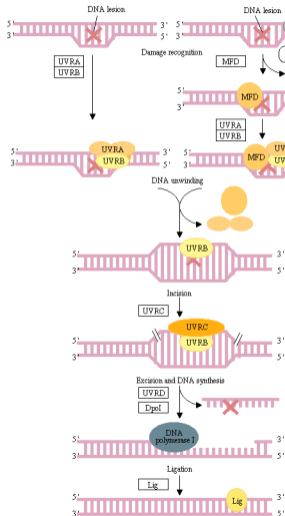

Transcription coupled repair (TCR)

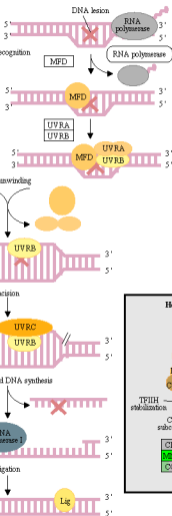

Eukaryotic type

Global genome repair (GGR)

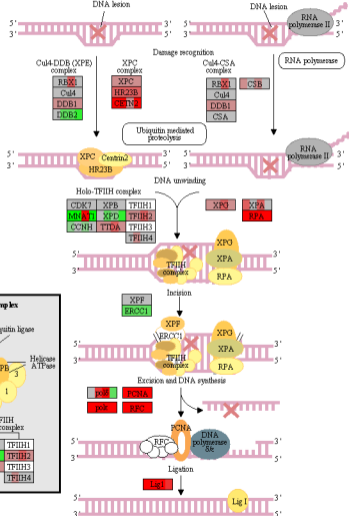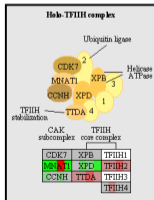

MISMATCH REPAIR

Prokaryotic type

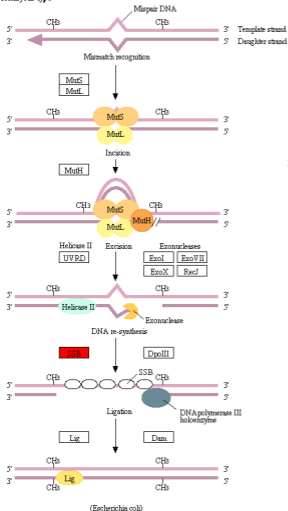

(*Escherichia coli*)

Eukaryotic type

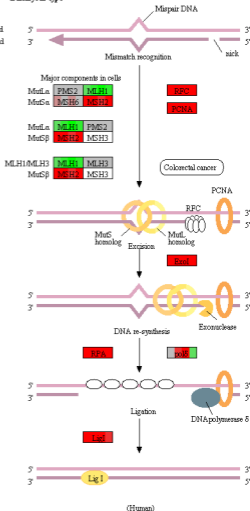

(Human)

HOMOLOGOUS RECOMBINATION

Prokaryotic type

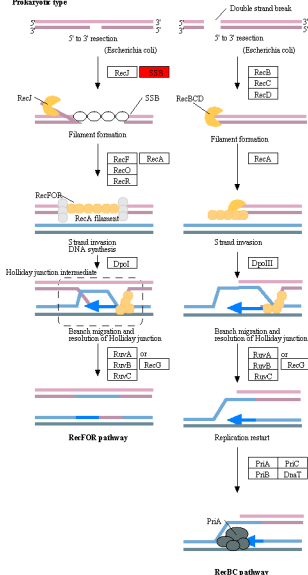

Eukaryotic type

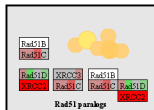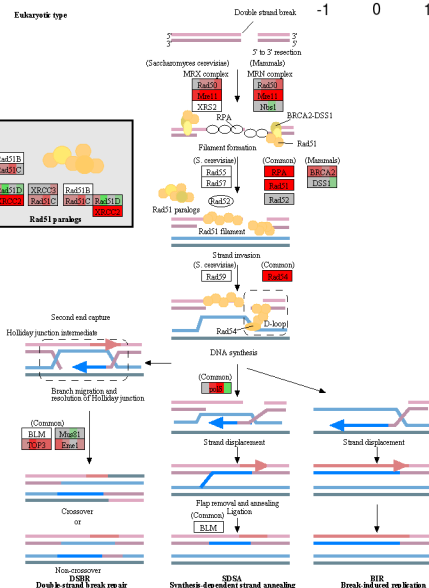

NON-HOMOLOGOUS END-JOINING

Prokaryotic type

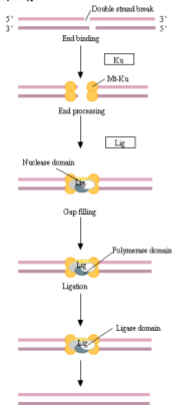

Eukaryotic type

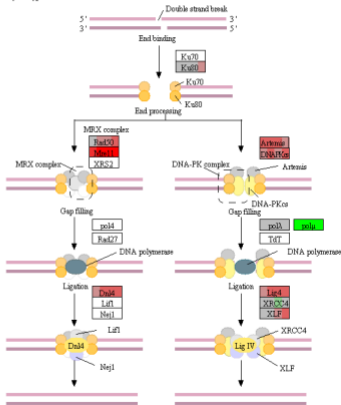

(*Saccharomyces cerevisiae*)

(Mammals)

MAPK SIGNALING PATHWAY

Classical MAP kinase pathway

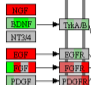

JNK and p38 MAP kinase pathway

Serum, cytotoxic drugs, irradiation, heat shock, reactive oxygen species, lipopolysaccharide, and other stress

ERK5 pathway

Serum, EGF, reactive oxygen species, or Src tyrosine kinase downstream

MAPKKKK MAPKKK MAPKK MAPK Transcription factor

Proliferation, inflammation, anti-apoptosis

Proliferation, differentiation

Proliferation, differentiation, inflammation

Apoptosis

p38 signaling pathway

Wnt signaling pathway

Proliferation, differentiation

Cell cycle

ERBB SIGNALING PATHWAY

Data on KEGG graph
Rendered by Pathview

CELL CYCLE

P53 SIGNALING PATHWAY

LYSOSOME

How the deposited data were processed for this re-analysis (not part of the article)

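RNA from whole brains of male N. furzeri of the strain MZM-04/10 was sequenced in 25 libraries, 5 at each of 5, 12, 20, 27 and 39 weeks. The authors mapped reads uniquely with Bowtie to annotated transcript contigs and counted them per contig; the submitters' processing notes also name CASAVA, TopHat2 2.0.6 and featureCounts 1.4.3-p1 without a role. The files held whole-number counts and RPKM for 18228 contigs, and a second pair of tables, later and not described in the paper, for 23546 gene models. Totals were 15690560 to 26378519 counts per library in the first table. PCR reads without molecular identifiers are not independent molecules. RPKM in the first table was taken, within a gene, as proportional to the count divided by the library total.

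Names were taken from the held part of Table S1 (1999 of 18299 names), where the shares of RPKM over the 5 ages matched those of 1 row to within 3e-06. This paired 1994 names and left 5 without a pair. Named were, by a rule written before the data were examined, every gene of the paper with a row, the 10 genes up and 10 down of largest change per comparison (5 and 5 for the steps 12 to 20, 20 to 27 and 27 to 39 weeks) among those past the test, with a mean CPM of at least 1 at the higher age and no overlap between the ages, up to 4 members of each gene list, and the 10 genes with most edges in the network. Mean RPKM and cluster membership in the paper's tables had been seen when the rule was written. Genes named beside these were chosen after their values were seen.

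Counts were normalized by TMM and tested with edgeR 4.0.16 (quasi-likelihood test, R 4.3.3) over the 16484 genes that passed its filter, in 1 model of all ages, for 10 pairwise comparisons; DESeq2 1.42.0 was run beside it. An adjusted p under 0.05 was called. Multidimensional scaling used 1 minus Spearman's correlation of log2 CPM with a prior count of 2. Fuzzy c-means (e1071 1.7.16) used 6 clusters, a fuzzifier of 2 and 20 starts on scaled mean RPKM. Quadratic fits, networks (Pearson's r above 0.95 over all libraries, at least 0.99 within an age) and hierarchical clustering used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9. Since Table S3 could be read by name for 425 genes only, the 9215 genes called by edgeR stood in for its genes, a choice made after the files were seen.

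The steps were tested on simulated data. Of genes changed 2-fold between 20 and 27 weeks, edgeR recovered 82 of 100, of genes changed 1.5-fold 49 of 100, with 6 false among 137 calls. Between 5 and 12 weeks 78 of 100 were recovered at 2-fold. The quadratic fits recovered 200 of 200 simulated U shapes and called 5% of flat genes, and the network recovered 1225 of 1225 edges. The simulated shapes and correlations were strong against their noise. These 2 recoveries therefore show that the steps run correctly and do not measure how many weaker patterns would be found.

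Alternatives set before the data were examined were other normalization factors, no filter, DESeq2, the later tables, the title mark w0w1 as a factor or as a reason to leave out 6 libraries, other scales, thresholds, gene sets and cluster numbers, and each library left out in turn. Other splits of the libraries were drawn 40 at a time. Tests of whole gene lists, the place of list members in the clusters, and ribosomal and mitochondrial ribosomal protein genes were not run, since most members have no name in the held part of Table S1. Quantitative PCR, human data and in situ hybridization were not analysed here.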

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

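The tests of a single deviating library, of the hour of sampling, of muscle and of other splits were set before their results were seen, and the test of gene lengths, the relation of ARNTL1A with C19H1ORF51 (1 OF 2) and the correlation without 20 weeks replicate JM75 were chosen after. Among 230 groups of 5 libraries tested for a library far from the rest (its gap to the nearest other over 0.71 of the range), 12 held one, where chance gives about 12. Brain JM101 of 5 weeks stood apart for AGR2 (8.25 CPM, others up to 1.38), C1QC (8.19 CPM) and BATF (5.01 CPM, below the others). Brain JM15 of 39 weeks stood apart for AIF1 (17.7 CPM) and C1QC (33.3 CPM), both markers of microglia, and for ALDH1A2 (45.1 CPM, below the others). Brain JM1 of 39 weeks did so for AREGB (8.79 CPM) and BCAN (2 OF 2) (93.4 CPM), brain JM18 for ALAS2 (20.7 CPM), brain JM107 of 12 weeks for BLOC1S3 (42.5 CPM) and AQP8 (2 OF 3) (0.399 CPM), and brain JM105 of 12 weeks for B3GNT7 (2.76 CPM).

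Between 12 and 39 weeks ARNTL1A rose and BHLHE41 fell, while the other listed repressor, BHLHE40, did not pass the test (log2 fold change 0.06, adjusted p = 0.88). A single deviating library is argued against, since both calls and signs were kept in 10 of 10 settings that left out 1 library of these ages. An hour of sampling that varied from animal to animal may contribute. Within ages, deviations of ARNTL1A and BHLHE41 from their age means ran opposite (Pearson's r = -0.771, permutation p = 0.00013, adjusted 0.00017; Spearman's rho = -0.762, permutation p = 7e-05, adjusted 0.00028; 25 libraries, 4 relations), and r was -0.658 without the 2 libraries farthest out, JM75 and JM113, while the paper states 1 hour for all animals. For ARNTL1A and C19H1ORF51 (1 OF 2) r was -0.571 (adjusted p = 0.0338), and -0.334 without 20 weeks replicate JM75, and Spearman's rho was -0.444 (adjusted p = 0.0519). A change of the clock with age stays open and was not tested apart from the hour, since a clock coupled within each animal gives the same opposite deviations.

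Skeletal muscle genes ACTC1A and ACTC1B were higher at 5 than at 12 weeks. Their summed CPM in brain JM96 was 566.9 against a median of 199.9 at 5 weeks, a ratio of 2.84, between the bounds set for and against muscle left on 1 or 2 of the brains, so that tissue left at dissection and a change with age cannot be told apart. Without 5 weeks replicate JM96 the call of ACTC1B ended (log2 fold change -0.64 against -1.13 with all libraries, adjusted p = 0.0584). ATP2A1, the calcium pump of fast muscle, was at 1.26 CPM in brain JM96 and at 1.49 to 2.31 CPM in the other 5-week brains. This 1 gene, at a low level, thus did not follow the actins.

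Whether chance groupings of the libraries give as many genes was counted over 40 splits, the real one included. The real ages gave more genes than any other split drawn for 5 to 12 weeks (3920 genes, highest other split 10, 1 split as large). The same held for 5 to 39 weeks (6082, highest other 2233), 12 to 39 weeks (2079, highest other 284) and the 10 comparisons together (9215, highest other 235). Of 126 possible splits of 2 ages 40 were counted, so that no share under 1 in 40 can be reached. No correction for the number of comparisons was made, and chance is made unlikely here rather than excluded. For 12 to 20 weeks 1 of 40 splits was as large (9 genes, highest other 2), but edgeR called 0 genes with only the libraries of the 2 ages, without the 6 libraries marked w0w1 and without 12 weeks replicates JM104, JM105 or JM109, so that these 9 genes are not taken as established. Chance cannot be excluded for 27 to 39 weeks (177 genes, highest other 2062, 3 splits as large). For 20 to 27 weeks the real count was 0 by edgeR (highest other 123), so that 40 of 40 splits are as large by construction and the count of splits says nothing about chance. In the split with 2062 genes, brain JM13 of 39 weeks was set with 4 brains of 27 weeks. Brain JM72 of 27 weeks was set with 4 brains of 39 weeks. This split was looked at because its count was the highest, and the cause was not tested. The count between 27 and 39 weeks was 1257 without 39 weeks replicate JM13 and 1049 without 27 weeks replicate JM72.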

How the results depend on the processing

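No paired analysis was possible because no animal was sampled at more than 1 age. Counts from 5 to 12 and 5 to 39 weeks and over the 10 comparisons stayed within 1.5 times under each of the alternatives run (7408 to 10988 for the last), as did the share of named Table S3 genes lower at 12 weeks (60.2% to 61.6%), which over the 9215 genes called was 53%. With DESeq2 the counts were 55 from 12 to 20, 21 from 20 to 27 and 961 from 27 to 39 weeks, and 17 turning genes. The later table gave 4 and 46 genes for 12 to 20 and 27 to 39 weeks, no filter 96 and the mark w0w1 as a factor 102 for 27 to 39 weeks. Without the 6 libraries marked w0w1 there were 0, 11 and 382 genes for 12 to 20, 27 to 39 and 12 to 39 weeks, and 0 turning genes (for the turning genes alone this setting was added after seeing the data). With only the libraries of the 2 ages, 0 and 2 genes were called for 12 to 20 and 27 to 39 weeks. Left out 1 library at a time, counts ran from 2713 to 4264 (5 to 12), 0 to 31 (12 to 20), 0 to 19 (20 to 27, the highest without 20 weeks replicate JM75), 1 to 1257 (27 to 39), 985 to 2635 (12 to 39), 5072 to 6244 (5 to 39) and 7842 to 9677 genes (all comparisons), with 0 to 18 turning genes. Without the 5-week libraries 384 U-shaped and 406 bell-shaped genes were called; leave-one-out ranges were 2739 to 3001 and 1401 to 1869. The adjusted Rand index was 0.711 on the log scale, 0.433 with 5 and 0.843 with 7 clusters, and 0.741 to 0.853 without 1 library (added after seeing the data). The 12- and 39-week libraries had a gap on dimension 2 of 10.4% over the named Table S3 genes, reversed from -21.8%, and of -64.7% by Euclidean distance. Network edges were 7611 and 5012 on the log scales, 1300 without the 5-week libraries, 1766 by Spearman's rho, 1651 for deviations from age means, 96479 at r above 0.90 and 10192 to 18841 with 1 library left out. At the higher cutoff of r the edges within an age were 14876, 14553, 18073, 20520 and 19126 from 5 to 39 weeks. Over the named Table S3 genes alone, a smaller set added after seeing the data, there were 184 U-shaped and 80 bell-shaped genes, 80 network edges, and 94, 74, 138, 159 and 110 edges within the ages. Fewer genes or libraries account for lower counts by construction; otherwise the cause was not tested. Of 117 comparisons of single genes, 112 were called and 71 of these stayed called under every alternative that gave a value; 240 of 3710 settings ended a call, 10 made one and none reversed a sign. Set tests of gene lists, list members by cluster and the ribosomal protein results were not run, since their names are not held, and the later table gave no value for named genes, turning genes, the share of Table S3 genes lower at 12 weeks or the Rand index. With 5 brains per age, 49 of 100 simulated changes of 1.5-fold were found between 20 and 27 weeks.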

Differences from the paper's values

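The paper's count of differentially expressed genes is 4104, from the intersection of 3 tests at the same threshold, against 9215 from edgeR alone here; each of 33 alternatives set before the data were examined still differed. For successive ages, the paper shows about 2100, about 64, about 36 and about 83 genes in Fig. S3, read by eye, against 3920, 9, 0 and 177 here for the steps from 5 to 12, 12 to 20, 20 to 27 and 27 to 39 weeks. From 5 to 12 weeks, 5 of 34 alternatives came within 1.5 times, namely without the 6 libraries marked w0w1, without 5 weeks replicates JM100 or JM101 and without 12 weeks replicates JM105 or JM113. From 12 to 20 weeks only DESeq2 did (55), and from 20 to 27 weeks none of 34 did. From 27 to 39 weeks 13 of 34 did, namely no filter (96), the mark w0w1 as a factor (102) and 11 that left out 1 library (JM100, JM103, JM96, JM97, JM104, JM109, JM113, JM82, JM84, JM86 or JM69); the others, DESeq2 included (961), did not.

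The paper gives 887 U-shaped genes against 2944 here, and none of 32 alternatives came within 1.5 times. Its 2504 bell-shaped genes stand against 1705 here. The sets differ in size, 9215 genes here and 4104 differentially expressed genes in the paper, so that the counts are not like for like. The larger class is the bell shape in the paper and the U shape here, where 122 of 145 named members of cluster 1 were U-shaped. Over the 425 named genes of Table S3 alone, 184 were U-shaped and 80 bell-shaped. In Table S3 of the paper, cluster 6 holds 8.6% of the genes, and here the matching cluster holds 15.2%; this share was not computed under the alternatives. Of the named genes in the matching cluster, 41 are of the paper's cluster 6, 16 of its cluster 2 and 19 of its cluster 4.

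The paper's subnetwork of the gene with most edges has 192 nodes, as here (the gene and its 191 neighbours), but the paper gives 1030 edges against 10300 here, 10 times as many at the same number of nodes, and none of 33 alternatives came within 1.5 times. The legend of Fig. 2 gives another total of genes than the paper's text and Table S3. The paper describes clusters without a connecting edge at 39 weeks, while here 1 component held 8502 of 9215 genes at that age. This set is larger than the paper's 4104 genes, and independent values would already give more edges than it has genes. The single component therefore does not speak against the paper's clusters. Over the named genes of Table S3 alone, a set chosen after the data were seen, the largest component at 39 weeks held 12 genes, 11 of clusters 1 and 5 and 0 of clusters 2 and 3, and 15 edges joined these groups elsewhere.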

Other observations

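The test of gene lengths below was chosen after its result was seen. Of 13 subunits of ATP synthase, 4 were lower and none higher at 39 than at 5 weeks (4 lower adjusted over the list alone), with ATP5G3 (2 OF 2) falling from 222 ± 37.3 to 143 ± 17.0 CPM (SD, n = 5; adjusted p = 0.0036 from edgeR). Of 4 red blood cell genes, 2 were lower (2 adjusted over the list alone), among them ALAS2, the first enzyme of heme synthesis in red blood cells (28.7 ± 4.74 to 10.1 ± 6.04 CPM, with 1 of the 39-week brains at 20.7). Counts of list members here are to be read against 6082 of all 16484 genes called between 5 and 39 weeks. The lists of hypoxia and glycolysis, heat shock and immediate early genes were kept as signs of sample handling. All 3 had members called between 5 and 39 weeks, but the latter 2 had 1 measured gene each. The call of ATF3, the immediate early gene, ended without 5 weeks replicates JM100 or JM97 or 39 weeks replicates JM12 or JM15. Handling was not tested apart from age. Of 7 genes of hypoxia and glycolysis, 4 were higher and 1 lower (the same adjusted over the list alone), the higher ones including BNIP3 (83.1 ± 8.83 to 133 ± 7.15 CPM), a receptor for the removal of mitochondria. BAG3, a co-chaperone of selective autophagy and the 1 measured heat shock gene, rose from 25.2 ± 2.77 to 39.0 ± 3.54 CPM.

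Of 6 microglia and macrophage markers, 3 were higher at 39 than at 5 weeks (AIF1, APOEB and C1QC) and 1 was lower, AIF1L (107 ± 6.41 to 87.2 ± 5.60 CPM), as also adjusted over the list alone. Of 2 Notch pathway genes 1 was lower, ADAM17B, a protease that sheds membrane proteins (2.38 ± 0.38 to 1.43 ± 0.17 CPM). None of 3 genes of synaptic vesicles and 2 of endothelium and pericytes passed the test between these ages. ASMT, the last enzyme of melatonin synthesis, was at 2.66 ± 0.20 CPM at 5 weeks and 0.72 ± 0.90 at 12 weeks, where brain JM107 had 2.20 CPM; its call ended without 12 weeks replicate JM113 (adjusted p = 0.054). ATP2A1, of skeletal muscle, was at 18.8 CPM in brain JM15 of 39 weeks and at 1.17 to 3.38 CPM in the other brains of that age.

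RPKM levels of the first deposited table differed from those of Table S1 by over 1.5 times for 1294 of 1994 genes, with ratios from 0.0354 to 28.5. A candidate explanation is that lengths of other genes entered the deposited values. The lengths implied by them had a Spearman's rho of -0.012 across 627 genes with the lengths of the later table (highest of 1000 shuffles 0.123), where those implied by Table S1 had 0.821. The genes are not independent replicates. Scaled profiles over age within a gene do not depend on its length, whereas those of log2 RPKM with an added constant do.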
